# Unraveling the Role of Bromodomain and Extra-Terminal Proteins in Human Uterine Leiomyosarcoma

**DOI:** 10.3390/cells13171443

**Published:** 2024-08-28

**Authors:** Qiwei Yang, Ali Falahati, Azad Khosh, Ricardo R. Lastra, Thomas G. Boyer, Ayman Al-Hendy

**Keywords:** uterine leiomyosarcoma, bromodomain and extra-terminal protein, transcriptome analysis, epigenome, m^6^A regulators, JQ1, I-BET 762, hedgehog pathway, EMT, transcriptional factors

## Abstract

Uterine leiomyosarcoma (uLMS) is the most common type of uterine sarcoma, associated with poor prognosis, high rates of recurrence, and metastasis. Currently, the molecular mechanism of the origin and development of uLMS is limited. Bromodomain and extra-terminal (BET) proteins are involved in both physiological and pathological events. However, the role of BET proteins in the pathogenesis of uLMS is unknown. Here, we show for the first time that BET protein family members, BRD2, BRD3, and BRD4, are aberrantly overexpressed in uLMS tissues compared to the myometrium, with a significant change by histochemical scoring assessment. Furthermore, inhibiting BET proteins with their small, potent inhibitors (JQ1 and I-BET 762) significantly inhibited the uLMS proliferation dose-dependently via cell cycle arrest. Notably, RNA-sequencing analysis revealed that the inhibition of BET proteins with JQ1 and I-BET 762 altered several critical pathways, including the hedgehog pathway, EMT, and transcription factor-driven pathways in uLMS. In addition, the targeted inhibition of BET proteins altered several other epigenetic regulators, including DNA methylases, histone modification, and m^6^A regulators. The connections between BET proteins and crucial biological pathways provide a fundamental structure to better understand uterine diseases, particularly uLMS pathogenesis. Accordingly, targeting the vulnerable epigenome may provide an additional regulatory mechanism for uterine cancer treatment.

## 1. Introduction

Uterine leiomyosarcoma (uLMS) is the most common type of uterine sarcoma arising from smooth muscle cells [1,2]. The 5-year survival rate for all uLMS patients ranges between 25 and 76%, while survival for women at an advanced stage of the disease at the time of initial diagnosis approaches only 10–15% [3]. uLMS is a heterogeneous aggressive disease with a poor prognosis and a challenging clinical treatment outlook [4]. Accordingly, uLMS patients present resistance to available chemotherapies, as evidenced by high rates of both recurrence and progression [5,6]. There is an urgent need to develop effective strategies to improve the outcome for patients with uLMS.

Cumulative data strongly demonstrate that the epigenetic dysregulation of gene expression contributes to the development of various tumors [7,8,9,10,11,12,13]. DNA methylation profiling studies showed that uLMS displays a distinct methylation signature [14]. In addition, non-coding RNAs have been investigated and their crucial role in regulating multiple cellular signaling processes in uLMS has been demonstrated [15,16]. Histone modifications, as one of the key epigenetic regulatory features, are dynamically modulated by “writers” and “erasers”. In addition, distinct effector proteins (“readers”) can recognize specific histone modifications and regulate gene expression. Bromodomain-containing proteins (BRDs), as epigenetic reader proteins, are responsible for transducing regulatory signals carried by acetylated lysine residues into various biological phenotypes [17]. BRDs can act as scaffolds that enable the recruitment of large protein complexes, or they can act as transcription factors themselves. BRDs contain several catalytic domains that enable them to act as methyltransferases, ATP-dependent chromatin re-modelers, or histone acetyltransferases and helicases [18,19]. Notably, BRD9 was recently reported to contribute to the uLMS pathogenesis [5].

So far, over sixty BRDs have been identified in the human genome, and these BRDs were divided into eight subfamilies (e.g., bromodomain and extra-terminal domain [BET] subfamilies) based on protein sequence similarity [20,21]. The BET family of proteins, characterized by the presence of two tandem bromodomains and an extra-terminal domain, consists of BRD2, BRD3, BRD4, and BRDT, which bind histone acetylated lysine residues via two highly conserved amino-terminal bromodomains [19]. BRDs are specifically capable of binding acetylated lysine residues in histones, serving as chromatin-targeting modules that decipher the histone acetylation code. BET proteins regulate gene transcription through epigenetic interactions between bromodomains and acetylated histones during cellular proliferation and differentiation [22]. Studies have demonstrated that BET proteins play an oncogenic role in multiple cancer types by regulating tumor cell growth and metastasis. The connection of BET proteins with key oncogenic transcription factor pathways, chronic inflammation, and immune surveillance is implicated in cancer progression.

Gynecologic cancers include cervical cancer, ovarian cancer, vulvar cancer, vaginal cancer, fallopian tube cancer, and uterine cancer. Growing evidence demonstrates that BET BRDs play an oncogenic role in gynecological cancer, including ovarian cancer. For example, BRD4, located at chromosome 19p13, was amplified in a considerable proportion (~20%) of ovarian cancers, and the expression of BRD4 correlated with amplification status [23]. Recent reports demonstrated that BRD4 is directly involved in the metastatic process in high-grade serous ovarian carcinoma [24]. The pharmacological inhibition of BRD4 with BET inhibitors (BETis) JQ1 and I-BET151 substantially abrogated both the in vitro growth and in vivo tumorigenesis of ovarian cancer [23], and BRD4 inhibitors have been largely used in several pre-clinical studies in ovarian cancer [25,26,27]. Notably, combination therapy with BET inhibitors effectively overcome chemoresistance in pre-clinical settings [25,28]. Concomitant BRD4 inhibition with PARP inhibitor [29], cisplatin [30], tyrosine kinase inhibitors [31,32], and MEK inhibitors [26,33] has been shown to efficiently and synergistically suppress ovarian carcinoma growth. These studies emphasize the critical impact of abnormal BET protein function on human diseases, especially in gynecological cancer. Therefore, the targeted inhibition of BET proteins may provide a promising option for treating patients with gynecological cancers [20]. However, current knowledge regarding the role and mechanism of BET proteins in the pathogenesis of uterine cancer, such as uLMS, is limited. Accordingly, the present study aimed to investigate whether and how BET proteins contribute to aberrant uLMS cell growth, with important implications for developing novel treatment options for this highly aggressive uterine cancer.

## 2. Materials and Methods

### 2.1. Uterine Leiomyosarcoma Samples

The experimental design and flowchart of the bioinformatics analysis are shown in Figure S1. The uLMS tissues were obtained from the University of Chicago Tissue Bank with the approval and consent of the Institutional Review Board (# 20-1820) at the University of Chicago. The initial diagnosis and subsequent confirmation of uLMS cases were described previously [5].

### 2.2. Immunohistochemistry

Immunohistochemistry was performed as previously described [5]. Briefly, sections were deparaffinized with xylene and rehydrated passing through decreasing concentrations of ethanol in water. Then, antigen retrieval treatment (epitope retrieval solution II, AR9640, Leica Biosystems, Dear Park, IL, USA) was performed for 20 min, and the quenching of endogenous peroxidases was performed. Next, sections were incubated with primary antibodies against BRD2 (Abcam, ab139690), BRD3 (Abcam, Ab264420), and BRD4 (Abcam, Ab128874) in a humidity chamber overnight at 4 °C and developed with peroxidase labeled-dextran polymer followed by diaminobenzidine (DAKO Envision Plus System; DAKO Corporation, Carpinteria, CA, USA). Sections were counterstained with Gill’s Hematoxylin (Fisher, Pittsburgh, PA, USA). To determine the percentage and intensity of BET protein-positive cells, the samples were analyzed using the positive cell detection command on QuPath software (version 0.2.3) (https://qupath.github.io, accessed on 28 November 2022). Three thresholds were set to categorize cells according to nuclei staining intensity: negative, weak, moderate, and strong intensity. The H-score captures the intensity and the proportion of the biomarker of interest from the IHC image and comprises values between 0 and 300 [34], thereby offering a dynamic range to quantify BET protein abundance between myometrium and uLMS. Human testis was used as a positive control for BRD2, BRD3, and BRD4 IHC staining.

### 2.3. Cells and Reagents

The uterine leiomyosarcoma (uLMS) cell line (SK-UT-1, ATCC^®^ HTB-114^TM^) (ATCC, Manassas, VA, USA) was cultured and maintained in ATCC-formulated Eagle’s Minimum Essential Medium with 10% of fetal bovine serum. The immortalized human uterine smooth muscle (UTSM) cell line was a generous gift from Dr. Darlene Dixon. The UTSM cells were cultured and maintained in phenol red-free, 10% fetal bovine serum Dulbecco’s Modified Eagle Medium: Nutrient Mixture F-12. BET protein inhibitors JQ1 and I-BET 762 were purchased from Tocris (Cat# 4499 and 6521, Minneapolis, MN, USA).

### 2.4. Cell Viability Assay

Cell viability was measured using trypan blue exclusion assay. The cells were seeded into 12-well tissue culture plates and treated with the BET protein inhibitors (JQ1, I-BET 762) at a dose range from 1–10 µM for 48 h. This assay was performed three times in triplicate.

### 2.5. Measurement of Cell Cycle Phase Distribution

Cell cycle distribution was determined by flow cytometric analysis as described previously [35]. Briefly, SK-UT-1 cells were cultured in the medium in the presence or absence of 5 µM of JQ1 and I-BET 762 for 24 h. Control cells were cultured in a medium containing an equal amount of DMSO. Cells were fixed with 70% ethanol and then hypotonically lysed in DNA staining solution (0.05 mg/mL PI (Sigma, St. Louis, MO, USA) and 0.1% Triton X-100). The flow cytometry analysis was performed to determine the difference in cell cycle distribution between treated and untreated groups.

### 2.6. RNA Extraction and Gene Expression

Total RNA extraction and quantitative real-time polymerase chain reaction (qRT-PCR) were performed as described previously [11]. The information about primer sequences is shown in Table S1.

### 2.7. RNA-Sequencing

We performed whole transcriptome analysis to determine the mechanism underlying the inhibitory effect of BET protein inhibition on the uLMS. The SK-UT-1 uLMS cells were treated with BET protein inhibitors JQ1 and I-BET 762 at a concentration of 5 µM for 48 h. Total RNA was isolated using Trizol. RNA quality and quantity were assessed using the Agilent bio-analyzer. The RNA-Seq library preparation and assessments of library quality and quantity were described previously [5]. An Illumina NovaSEQ6000 instrument was used for RNA sequencing.

### 2.8. Transcriptome Profiles Analysis

#### 2.8.1. Transcriptome Data Analysis

Transcriptome data analysis was carried out using a variety of R packages. The quality of reads was controlled using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc (accessed on 21 May 2023), version 0.73, and then the reads were processed using Trimmomatic [36]. The version and parameters were chosen to trim the reads according to the FastQC results. The reads were mapped to the human reference genome, version hg38, using Hisat2 [37], version 2.2.1. Next, raw reads were mapped to the human reference transcriptome using feature counts [38], version 2.0.3, and the annotation file of Gencode [39], version V41. Gene counts were pre-processed and normalized using the DESeq2 [40] package in R, version 1.36.0. The quality of samples was examined using a comparative boxplot and PCA, and outlier samples were excluded from the analysis. Differentially expressed genes were identified using DESeq2.

#### 2.8.2. Functional Enrichment Analysis

Gene set enrichment analysis (GSEA) preranked [41] was performed using the fgsea R package [42], version 1.22.0, with gene set collections downloaded from the Molecular Signatures Database (MSigDB v7.5.1 for H (hallmark gene sets) and C2 (curated gene sets). The significant pathways were determined based on the parameters, including *n* = 1000 permutations, where *p*-adjust < 0.05, and FDR < 0.05. The Enrichplot (https://yulab-smu.top/biomedical-knowledge-mining-book (accessed on 21 May 2023) R package, version 1.16.2, was utilized to visualize the results. Additionally, we conducted histone modification enrichment analysis using ENCODE Histone Modifications 2015 in EnrichR [43] through clusterProfiler [44], version 4.4.4, to uncover the epigenetic mechanisms underlying the regulation of DEGs.

#### 2.8.3. Key Transcription Factor Identification

CeTF [45] R package, version 1.10.1, was used to identify the main TFs that control gene expression in different biological conditions, using Regulatory Impact Factors and Partial Correlation and Information Theory analysis. Co-expression networks were constructed using DEGs. To narrow down the TFs and acquire meaningful results, TFs with |FoldChange| > 1.5 and adjusted *p*-value < 0.05 in both JQ1 and I-BET 762 vs. control conditions were considered significant results.

#### 2.8.4. Survival Analysis of BRD Genes Expression in Sarcoma Patients

We utilized Gene Expression Profiling Interactive Analysis (GEPIA) (http://gepia.cancer-pku.cn/ (accessed on 29 June 2024) to conduct survival analysis, specifically examining overall survival (OS) in sarcoma patients. Patients were categorized into two groups based on the median expression levels of BRD2, BRD3, and BRD4 in sarcoma cancer samples, resulting in high and low expression groups. Subsequently, Kaplan–Meier methods were employed to generate survival curves. Additionally, we calculated the hazard ratio (HR) and *p*-value, with a *p*-value < 0.05 denoting statistical significance.

### 2.9. Statistical Analysis

Statistical analysis was performed as described previously [5]. A *p*-value of less than 0.05 was considered statistically significant.

## 3. Results

### 3.1. The BET Proteins BRD2, BRD3, and BRD4 Are Aberrantly Overexpressed in uLMS Tissues Compared to Adjacent Myometrium from Women with uLMS

To determine the differential levels of BET proteins between uLMS and MM (myometrium), IHC staining for BRD2, BRD3, and BRD4 was performed. Figure 1 and Figure 2 show that both staining intensity and the percentage of BRD2-, BRD3-, and BRD4-positive cells were significantly higher in uLMS than in MM. These studies reveal the dysregulation of BET protein expression in the pathogenesis and progression of uLMS.

### 3.2. Inhibition of BET BRDs Altered uLMS Cell Viability

Two potent and selective BET protein inhibitors, JQ1 and I-BET 762, were identified in 2010 [46,47,48]. Both cell-permeable small inhibitors can bind to the BRD pocket in a manner competitive with acetylated peptide binding [46,47]. Furthermore, both BET inhibitors engage the bromodomain pocket competitively with acetylated peptide binding, thereby causing the displacement of all four BET proteins from chromatin in cells upon exposure to these compounds [49]. Therefore, we selected JQ1 and I-BET 762 to assess their effects on uLMS cell viability. Cell viability was evaluated using a trypan blue exclusion assay in the SK-UT-1 cell line treated for 48 h with JQ1/I-BET 762 at 1–10 µM doese. Prolonged treatment (48 h) with JQ1/I-BET 762 showed a dose-dependent inhibitory effect on the viability of SK-UT-1 cells (Figure 3A). In contrast, there was much less inhibitory effect (compared with UTSM) on the control myometrial cell line (UTSM) (Figure 3A). These results indicate that JQ1 and I-BET 762 inhibit the UF cells in a dose-dependent manner and that it preferentially targets UF cells compared with UTSM cells.

### 3.3. Inhibition of BET BRDs Induces Cell Cycle Arrest in uLMS Cells

JQ1 treatment induced the accumulation of cells in the G1 phase and displayed a pronounced decrease of cells in the S phase, indicating the blockade of G1 progression (Figure 3B). The percentage of cells in the G1 phase increased from 30.6% to 33.9% (*p* < 0.0001) in response to 5 µM JQ1 treatment for 24 h. Accordingly, the percentage of cells in the S phase decreased from 42.3% to 30.2% (*p* < 0.0001) in response to the JQ1 treatment for 24 h. In addition, JQ1 treatment also significantly increased the cell population in the G2 phase. The percentage of cells in the G2 phase increased from 16.1% to 24.4% (*p* < 0.00001) in response to 5 µM JQ1 treatment (Figure 3B, right panel). I-BET 762 treatment also increased the accumulation of cells in the G1 phase and a corresponding decrease in the S phase, indicating the G1 progression blockade (Figure 3B). The percentage of cells in the G1 phase increased from 39.3% to 51.2% (*p* < 0.0001) in response to 5 µM I-BET 762 treatment. Accordingly, the percentage of cells in the S phase decreased from 39.2% to 26.8% (*p* < 0.0001) upon the I-BET 762 treatment (Figure 3B, right panel). These results suggest that the targeted inhibition of BET BRDs with JQ1 and I-BET 762 suppressed uLMS proliferation via cell cycle arrest (Figure 3A,B).

### 3.4. BET Protein Inhibition Causes Transcriptome Alterations in uLMS Cells

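SK-UT-1 is an established cell line derived from a human uterine leiomyosarcoma, and JQ1 and I-BET-762 are small molecules that occupy the acetyl-lysine pocket of the BET bromodomains. RNA-seq was performed on cells exposed for 48 h to the DMSO vehicle, to 5 µM JQ1 or to 5 µM I-BET-762. The sample labels describe 4 libraries per group, and expression values were analysed here for 10 of these 12 libraries, namely 3 DMSO, 4 JQ1 and 3 I-BET-762 libraries. DMSO replicate 16 and I-BET-762 replicate 24 are not analysed here. The authors report that they trimmed the reads with Trimmomatic, aligned them to the hg38 genome with Hisat2, counted reads on Gencode V41 genes, normalized the counts with DESeq2 and excluded outlier samples. The deposited values are log2 of the normalized count plus 1 for 22784 gene symbols, and they run from 0 to 20.48. In each library, 2 to the power of the value, minus 1, was a whole multiple of 1 constant step for 99.67% to 99.77% of the values. The number of reads behind each value and the scaling factor of each library were recovered from this step. Reads on genes numbered 35564586 to 38899935 in the DMSO libraries (median 38597870), 35691648 to 39658989 in the JQ1 libraries (median 38592310) and 37733027 to 38404998 in the I-BET-762 libraries (median 37785671). The authors' scaling factors ranged from 1.033 to 1.099 with DMSO, from 0.91 to 1.0 with JQ1 and from 0.997 to 1.016 with I-BET-762. At these depths, a count of 0 allows up to 3 reads, which is 2.73 to 3.30 normalized counts depending on the library, and such floors cover counting error only. A gene was tested when its normalized count was at least 10 in at least 3 libraries, which left 14839 symbols. Each inhibitor was compared with DMSO by limma, with all 10 libraries in one linear model, an intensity trend in the variance and Benjamini-Hochberg adjustment over the genes tested. A differentially expressed gene (DEG) had an adjusted p-value under 0.05 and a fold change over 1.5 in either direction, the thresholds that the paper's methods give for TFs. These tests and thresholds, the gene lists and the rule for choosing genes to name were set before the data were examined, except where a later choice is stated. Gene positions and identifiers are those of Gencode V44 on GRCh38 (hg38). The paper's text does not name the strand setting of the read counting, so the counts of genes that overlap on opposite strands are uncertain.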

To examine the impact of BET protein inhibition on the uLMs transcriptome, we performed RNA-seq in SK-UT-1 cells treated without (DMSO control) or with JQ1 or I-BET 762 for 48 h. Differential gene expression analysis was done using three algorithms: limma-voom, DESeq2, and edgeR. Transcriptome analysis revealed that the treatment of SK-UT-1 cells with 5 µM JQ1 or I-BET-762 for 48 h induced 3586 DEGs (1130 up and 2456 down) and 4867 (1718 up and 3149 down), respectively. 

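With JQ1, 5358 of the 14839 genes tested were DEGs against DMSO, of which 1979 were up and 3379 were down, so that 63.1% of the DEGs fell. I-BET-762 gave 3991 DEGs, 1329 up and 2662 down, a share of 66.7% falling. The choice that moved the numbers of DEGs most was the fold threshold. Without it, an adjusted p-value under 0.05 alone was met by 10633 genes with JQ1 and 9073 genes with I-BET-762, and a threshold of 2-fold left 2958 and 2108 DEGs. Leaving out each library in turn gave 4962 to 5394 DEGs with JQ1 and 3615 to 4018 with I-BET-762. Without the fold threshold, the share falling was 49.7% with JQ1 and 51.1% with I-BET-762. After rescaling the libraries to equal totals it was 77.7% and 75.7%. That rescaling gave 1213 up and 4228 down DEGs with JQ1, and 986 up and 3070 down with I-BET-762.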

Figure 4A,B exhibit distinct expression patterns between the DMSO control group vs. JQ1 and I-BET 762 treatment groups, respectively. 

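Across the tested genes, the deposited log2 values of any pair of DMSO libraries had a Pearson correlation between 0.9936 and 0.9945. The pairs of JQ1 libraries reached 0.9909 to 0.9931, and the pairs of I-BET-762 libraries 0.9935 to 0.9938. Between groups, the correlation was 0.9468 to 0.9504 for DMSO with JQ1 and 0.9622 to 0.9653 for DMSO with I-BET-762, below every correlation within a group. JQ1 and I-BET-762 libraries were closer to each other, at 0.9879 to 0.9902. These correlations run across genes, which are not independent replicates. Principal component 1 carried 73.4% of the variance. The DMSO libraries scored between −77.09 and −75.11 on it, the I-BET-762 libraries between 17.21 and 18.71, and the JQ1 libraries between 41.51 and 46.32. Principal component 2, with 6.2% of the variance, separated the inhibitors. Within the JQ1 group, replicates 17 and 19 scored −19.59 and −19.86 on it, and replicates 18 and 20 scored −7.50 and −1.79. Neither the paper nor the sample labels name a sequencing batch, so no comparison within batches was made.

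**Figure D1:**
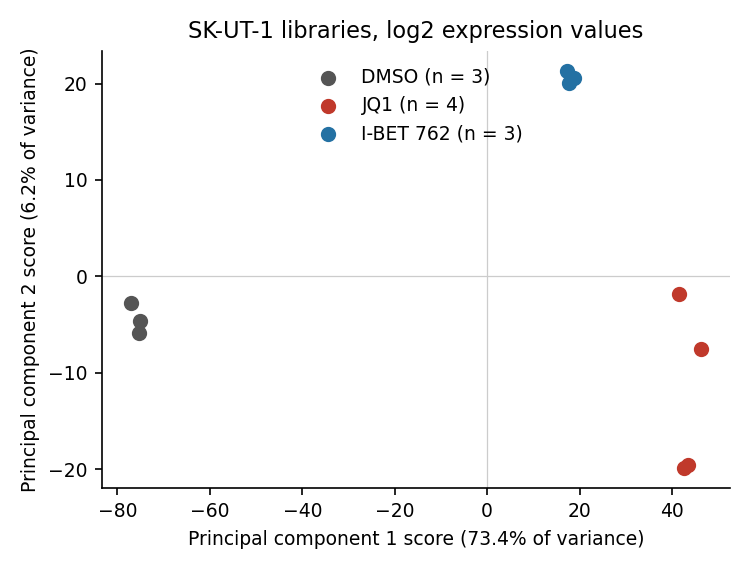
Scores of the 10 SK-UT-1 libraries on principal component 1 (horizontal axis) and principal component 2 (vertical axis) of the log2 expression values, without units, with 1 point per library and a color per group. The DMSO libraries lie at −75.11 or lower on principal component 1 and the libraries of both inhibitors at 17.21 or higher.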

Figure 4C,D reveal the distribution of DEGs between treatment groups and the DMSO control group.

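The genes with the largest changes were chosen by a fixed rule. They had to be DEGs in the same direction with both inhibitors and were ranked by the smaller of their changes. PAG1 (ENSG00000076641.4), on chromosome 8 from 80967810 to 81112068, encodes a membrane adaptor of SRC family kinases. Its mean normalized count rose from 32.1 ± 3.60 (SD, n = 3) with DMSO to 928 ± 5.26 (SD, n = 4) with JQ1 and 780 ± 80.1 (SD, n = 3) with I-BET-762, the largest shared rise. MGAT4A (ENSG00000071073.13), a glycosyltransferase gene on chromosome 2 from 98619106 to 98731132, rose from 7.80 ± 0.798 (SD, n = 3) to 187 ± 17.0 (SD, n = 4) and 146 ± 11.8 (SD, n = 3). The log2 fold change of PAG1 was 4.82 (standard error 0.09, adjusted p = 3.15e-15 by limma with Benjamini-Hochberg adjustment) with JQ1 and 4.56 with I-BET-762, and that of MGAT4A was 4.41 and 4.06. LINC01419 (ENSG00000253898.1), a long noncoding RNA gene on chromosome 8 from 83403758 to 83408900, had no more than 3 reads in each DMSO library and 49.5 ± 6.70 (SD, n = 4) normalized counts with JQ1, at least 17.0-fold higher. Among the genes with the largest shared falls, CAPN6 (ENSG00000077274.9), on chromosome X from 111245099 to 111270483, dropped from 27.8 ± 8.44 (SD, n = 3) normalized counts to 0 reads in every treated library, which is at least 8.4-fold lower with JQ1. RGS11 (ENSG00000076344.16), on chromosome 16 from 268301 to 275980, dropped from 68.4 ± 6.35 (SD, n = 3) to no more than 3 reads in each JQ1 library, at least 20.8-fold lower. The third gene of that group, NFATC4, belongs to the TFs.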

To visualize the intersections of DEGs in response to treatment with either JQ1 or I-BET 762, an upset plot was utilized to present the distribution characteristics of DEGs upon either drug treatment. 

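The 1979 genes raised by JQ1 and the 1329 raised by I-BET-762 shared 1166 genes. Of the 3379 and 2662 genes lowered by each inhibitor, 2483 were the same. No gene was a DEG in opposite directions, and 42 genes changed in opposite directions with an unadjusted p-value under 0.05 for both inhibitors. The log2 fold changes of the 14839 genes had a Pearson correlation of 0.942 between the inhibitors, and 89.4% had the same sign. Both comparisons use the same DMSO libraries, which makes their fold changes correlate on their own. In 100 simulations of unchanged groups set against these DMSO libraries, the median correlation was 0.535 and the highest 0.579, the share with the same sign had a median of 68%, and the highest number of shared DEGs was 0. A mean normalized count of at least 100 as the filter moved the shared genes most among the filters and scalings tried, to 801 up and 1353 down.

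**Figure D2:**
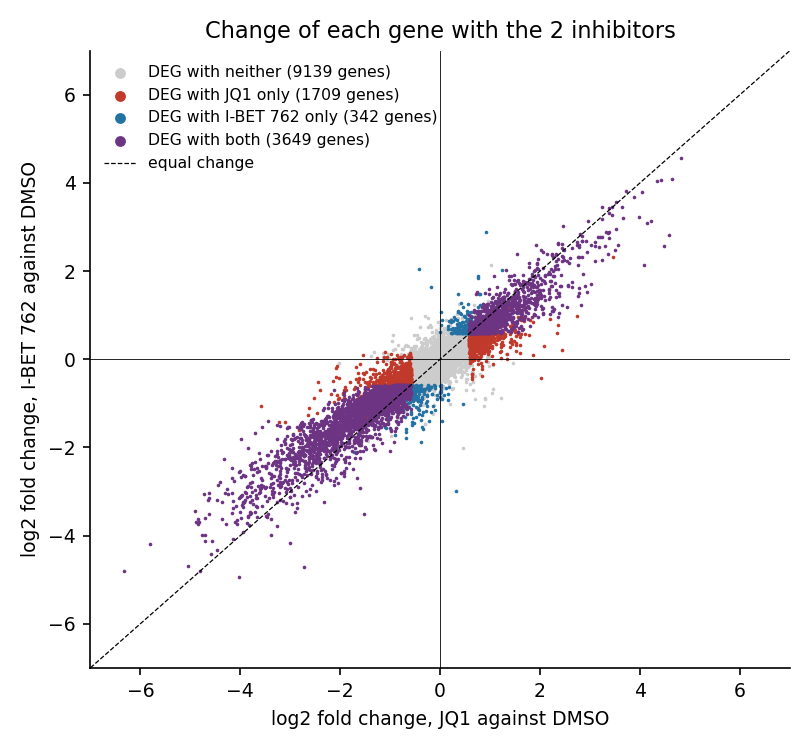
Log2 fold change of each tested gene with JQ1 (horizontal axis) and with I-BET-762 (vertical axis) against DMSO, with 1 point per gene colored by the comparisons in which it is a DEG. The 3649 genes that are DEGs with both inhibitors lie in the quadrants where both change the same way.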

As shown in Figure 4E, the common up and down DEGs with JQ1 and I-BET 762 contain 1000 and 2293 genes, respectively. 

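Counted as separate intersections, 813 genes were up and 896 were down with JQ1 alone, and 163 were up and 179 were down with I-BET-762 alone. The 2483 shared genes that fell made up the largest of these groups, out of 5700 genes that were DEGs with at least 1 inhibitor.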

The latter group exhibited the most significant number of genes in all groups involved in the two types of treatments. Figure 4F shows the distribution of unique and overlapped DEGs in response to JQ1 and I-BET 762 treatments.

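A gene past the thresholds with 1 inhibitor is not thereby shown to differ between the inhibitors, so JQ1 and I-BET-762 were also compared directly by limma. Of the 14839 genes, 788 were DEGs between the inhibitors, with an adjusted p-value under 0.05 and a fold change over 1.5, 256 higher and 532 lower with JQ1. Their change against DMSO was larger with JQ1 for 629, larger with I-BET-762 for 35, and of opposite sign for 124. Without the fold threshold, 4047 genes had an adjusted p-value under 0.05. Among the 1709 DEGs of JQ1 alone, 976 had an adjusted p-value under 0.05 for the difference between the inhibitors, as did 95 of the 342 DEGs of I-BET-762 alone. Of the 3649 shared DEGs, 80.3% had the larger absolute log2 fold change with JQ1, and the median absolute log2 fold change was 1.33 with JQ1 and 1.09 with I-BET-762.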

To determine if our RNA-seq data correlates with biological effects impacted by BETis, we initially compared the expression levels of cell cycle-related genes between control and BETi-treated uLMS cells. As shown in Figure 5, JQ1 and I-BET 762 treatments increased the expression levels of *CDKN1A* and reduced the expression levels of *CDK6*, which correlated with our finding that BETis induced cell cycle arrest. In addition, BETis induced the expression of BIK, which can stimulate apoptosis, while decreasing the expression of BCL-2, which can suppress apoptosis. 

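CDKN1A (ENSG00000124762.14), on chromosome 6 from 36676460 to 36687337, encodes the cell cycle inhibitor p21. Its normalized count was 255 ± 29.9 (SD, n = 3) with DMSO, 1389 ± 16.7 (SD, n = 4) with JQ1 and 593 ± 41.2 (SD, n = 3) with I-BET-762. The log2 fold change was 2.45 (standard error 0.08, adjusted p = 3.98e-13) with JQ1 and 1.22 (standard error 0.08, adjusted p = 6.70e-09) with I-BET-762, by limma with Benjamini-Hochberg adjustment. The inhibitors themselves differed by 1.23 on the log2 scale (adjusted p = 8.19e-08 by limma with Benjamini-Hochberg adjustment). CDK6 (ENSG00000105810.10), on chromosome 7 from 92604921 to 92836573, encodes a kinase of the G1 phase. It went from 655 ± 17.4 (SD, n = 3) normalized counts to 209 ± 14.3 (SD, n = 4) with JQ1 and 289 ± 16.7 (SD, n = 3) with I-BET-762, log2 fold changes of −1.64 (standard error 0.08) and −1.18 (standard error 0.09). Every treated library lay above all DMSO libraries for CDKN1A and below all of them for CDK6. Among the alternatives tried for these genes, rescaling the libraries to equal totals moved the CDKN1A value with JQ1 most, to 2.26.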

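BIK (ENSG00000100290.3) lies on chromosome 22 from 43110750 to 43129712 and was among the less abundant of the genes named, with 34.2 ± 4.10 (SD, n = 3) normalized counts with DMSO, 67.5 ± 8.48 (SD, n = 4) with JQ1 and 51.8 ± 6.48 (SD, n = 3) with I-BET-762. Its log2 fold change was 0.96 (standard error 0.18, adjusted p = 0.000133 by limma with Benjamini-Hochberg adjustment) with JQ1. With I-BET-762 it was 0.59 (standard error 0.19, adjusted p = 0.0130 by limma with Benjamini-Hochberg adjustment), just past 1.5-fold, and it lost its adjusted p-value under 0.05 without DMSO replicate 13 (0.50, adjusted p = 0.0524) or I-BET-762 replicate 21 (0.50, adjusted p = 0.0579), while the adjusted p-value ran from 0.00483 to 0.0579 over all alternatives. BCL2 (ENSG00000171791.14), on chromosome 18 from 63123346 to 63320128, had 258 ± 10.8 (SD, n = 3), 178 ± 15.8 (SD, n = 4) and 202 ± 5.15 (SD, n = 3) normalized counts with DMSO, JQ1 and I-BET-762. Its log2 fold changes were −0.54 (adjusted p = 0.000126) and −0.35 (adjusted p = 0.00820), by limma with Benjamini-Hochberg adjustment. Neither passed 1.5-fold, so BCL2 was not a DEG with either inhibitor. Over all alternatives its log2 fold change ran from −0.72 to −0.49 with JQ1, the lowest past 1.5-fold. With I-BET-762 it ran from −0.45 to −0.33, always under 1.5-fold. All 4 genes of Figure 5 had an adjusted p-value under 0.05 with each inhibitor, both over all genes tested and adjusted over the list alone. The paper reports these genes as changed in the same libraries, so the latter is not independent evidence.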

Our results suggested that these cell progression regulators may be critical in BETi1-induced cell cycle arrest.

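For a wider view of the cell cycle, a list of 18 genes of DNA replication and mitosis was tested, among them MKI67, TOP2A, PCNA, CCNB1 and the MCM genes. With JQ1, 9 of them rose and 9 fell, with a median log2 fold change of 0.01 and a p-value of 0.831 in camera, a limma test of a list against all other genes. With I-BET-762, 9 rose and 9 fell as well (camera p-value 0.839). The median of 0.01 pools opposed changes and does not show that these genes stayed unchanged. With JQ1, CCNA2 (−0.53), CCNB1 (−0.43), TOP2A (−0.42) and MKI67 (−0.27) fell, while TYMS (0.35) and CDC6 (0.33) rose. The MCM genes went both ways. In fry, a rotation test of limma, the p-values were 0.144 and 0.262. After rescaling to equal totals, 12 of the 18 genes fell with JQ1, and MCM3, MCM7 and E2F1 changed sign. An adjusted p-value under 0.05 was reached by 14 genes with each inhibitor over all genes tested, and by 14 with JQ1 and 15 with I-BET-762 when adjusted over the list alone. DEGs were MCM5 and RRM2 with JQ1 and MCM5 with I-BET-762. The log2 fold change of MCM5 was −1.04 with JQ1 (standard error 0.05, adjusted p = 1.73e-11 by limma with Benjamini-Hochberg adjustment) and that of RRM2 was 0.88. From the rise of CDKN1A and BIK and the fall of CDK6 and BCL2, set beside its measurement of cell cycle phases, the paper proposes that these regulators take part in the cell cycle arrest caused by BET inhibitors. The phases were measured after a shorter treatment than the RNA, so the list describes a later time than that arrest.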

### 3.5. Pathway Analysis of DEGs upon JQ1 and I-BET 762 Treatments

To gain insight into the biological changes by BET protein inhibition, gene set enrichment analysis (GSEA) was performed. 

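GLI1, GLI2 and GLI3 encode the TFs at the end of the Hedgehog pathway, and SMO encodes its membrane transducer. GLI1 (ENSG00000111087.10) lies on chromosome 12 from 57459785 to 57472268. Its mean normalized count was 454 ± 51.1 (SD, n = 3) with DMSO, 30.8 ± 16.7 (SD, n = 4) with JQ1 and 37.0 ± 7.39 (SD, n = 3) with I-BET-762, so the JQ1 libraries were spread widely around their mean. The log2 fold change was −3.99 (standard error 0.31, adjusted p = 1.12e-08) with JQ1 and −3.59 (standard error 0.33, adjusted p = 1.71e-07) with I-BET-762, by limma with Benjamini-Hochberg adjustment. GLI2 (ENSG00000074047.22), on chromosome 2 from 120735623 to 120992653, had 514 ± 52.3 (SD, n = 3), 197 ± 30.8 (SD, n = 4) and 297 ± 4.25 (SD, n = 3) normalized counts with DMSO, JQ1 and I-BET-762, log2 fold changes of −1.38 and −0.78. GLI3 (ENSG00000106571.15), on chromosome 7 from 41960949 to 42264100, fell from 160 ± 24.0 (SD, n = 3) to 93.5 ± 12.8 (SD, n = 4) with JQ1 and 116.8 ± 17.0 (SD, n = 3) with I-BET-762. Its log2 fold change with I-BET-762 was −0.45 (standard error 0.16, adjusted p = 0.0225 by limma with Benjamini-Hochberg adjustment), under 1.5-fold. Without DMSO replicate 13 that adjusted p-value was 0.115, without I-BET-762 replicate 21 it was 0.0957, and without I-BET-762 replicate 22 it was 0.0671, in a range of 0.00850 to 0.115 over all alternatives. SMO (ENSG00000128602.11), on the same chromosome from 129188633 to 129213545, had 2811 ± 96.5 (SD, n = 3), 1632 ± 75.0 (SD, n = 4) and 1851 ± 33.3 (SD, n = 3) normalized counts, and its log2 fold changes were −0.78 and −0.60. These 4 genes all had an adjusted p-value under 0.05 with each inhibitor over all genes tested and adjusted over the list alone. The paper reports them as lowered in these libraries, so this is not independent evidence.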

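The Hallmark set of the paper's enrichment analysis was not used here. In its place stood a list of 12 Hedgehog pathway components, and GLI1, GLI2, GLI3 and SMO are among them. With JQ1, 10 of the 12 fell, with a median log2 fold change of −0.95 and a camera p-value of 0.0104. With I-BET-762, 9 fell, with a median of −0.60 and a camera p-value of 0.0407. Camera was run with an inter-gene correlation preset to 0.01. The rotation test fry gave p-values of 5.00e-07 and 5.68e-05. It asks whether the list changed at all, not whether it changed more than other genes. Most genes tested had an adjusted p-value under 0.05, so fry does not test the camera calls. Neither camera call held with the correlation estimated from the libraries, at 0.0686 and 0.130. The call with I-BET-762 was also lost without DMSO replicate 13 (0.0517), without the intensity trend (0.0507), with a filter at a mean normalized count of 100 (0.0629), and after rescaling to equal totals (0.0908) or equal upper quartiles (0.0656). Over all genes tested, 11 of the 12 genes had an adjusted p-value under 0.05 with JQ1 and 10 with I-BET-762, and the numbers adjusted over the list alone were 11 and 10. CDON rose with both inhibitors, by 1.35 and 1.37 on the log2 scale.

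**Figure D3:**
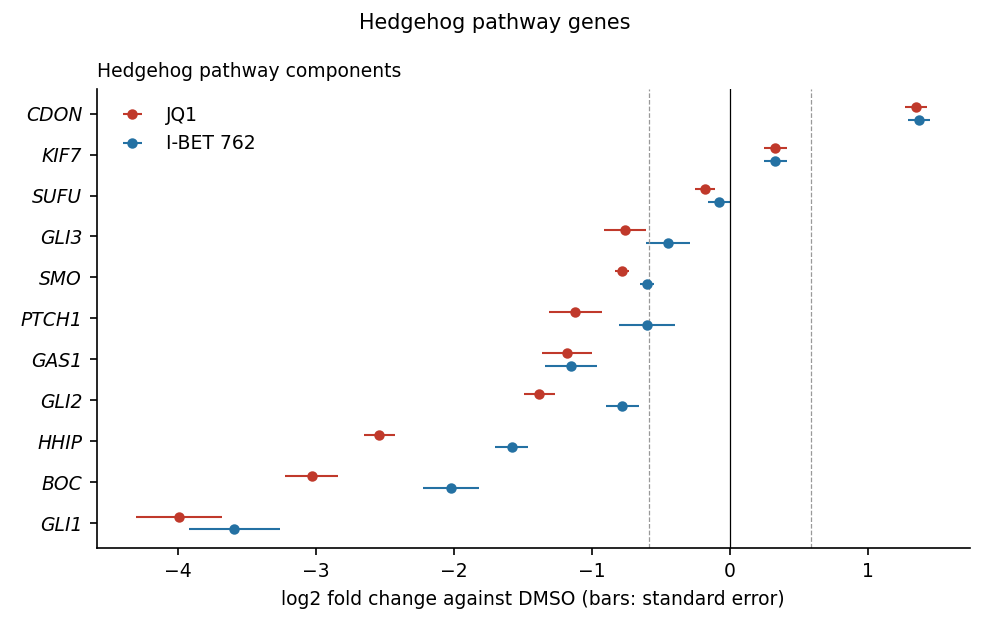
Log2 fold change against DMSO (horizontal axis) of 11 of the listed Hedgehog pathway genes with JQ1 (n = 4) and I-BET-762 (n = 3), with points for the limma estimates, bars for their standard errors and dashed lines at 1.5-fold. Values run from −3.99 for GLI1 to 1.35 for CDON with JQ1.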

We demonstrated that Hedgehog signaling was suppressed in response to JQ1 and I-BET 762 treatments, as shown in Figure 6A,B. Accordingly, several key components of the Hedgehog signaling pathway, including GL1, 2, 3, and SMO, were downregulated in BETi-treated uLMS cells compared to control cells treated with the vehicle (DMSO) (Figure 6C–F).

In addition, we demonstrated that epithelial–mesenchymal transition (EMT) was inhibited in response to BETi treatment in uLMS cells (Figure 7A,B). Accordingly, EMT inducers, including PDGFRβ, CCND2, IL32, and TNC, were downregulated in uLMS cells treated with BETis (Figure 7C–F).

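As with the Hedgehog pathway, lists of marker genes took the place of the Hallmark set. Of 24 mesenchymal marker genes, 23 were tested and POSTN was too low. With JQ1, 17 of the 23 fell, with a median log2 fold change of −0.75 and a camera p-value of 0.00309. The median with I-BET-762 was −0.47, again with 17 falling and a camera p-value of 0.00106. In fry, which does not compare the list with other genes, the p-values were 1.51e-08 and 7.99e-08. Both camera calls held with the correlation estimated (0.0272 and 0.0178). Among the alternatives in scaling, filter and model, rescaling to equal totals gave the highest p-values, 0.0125 and 0.00293. In both comparisons, 18 genes had an adjusted p-value under 0.05 over all genes tested and adjusted over the list alone. TNC and PDGFRB are on this list and are also named by the paper. With JQ1 the largest falls were those of COL3A1 (log2 fold change −3.45) and COL1A1 (−3.44), and with I-BET-762 those of TNC and THBS1 (−2.42). FN1 rose with both, by 0.95 and 0.80. The signs of CDH2 with JQ1 and of SNAI1 with I-BET-762 changed under at least 1 alternative. Of 13 epithelial marker genes, CDH1, CLDN7, ESRP1, GRHL2 and CRB3 were too low to be tested. The 8 others fell with both inhibitors, with medians of −0.79 and −0.67 and camera p-values of 0.0336 and 0.0207. In fry, the p-values were 9.09e-06 and 9.42e-06. Neither camera call held with the correlation estimated (0.102 and 0.0801). The call with JQ1 was also lost without JQ1 replicate 20 (0.0511) and after rescaling to equal totals (0.0849) or equal upper quartiles (0.0588). Among them, 5 genes with JQ1 and 6 with I-BET-762 had an adjusted p-value under 0.05 over all genes tested, and as many adjusted over the list alone. In OCLN, 92.3% of the exon sequence is also present on alternate contigs of hg38, where its reads have more than 1 place to align, and 16.7% of that of KRT8 has a copy elsewhere on the primary chromosomes.

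**Figure D4:**
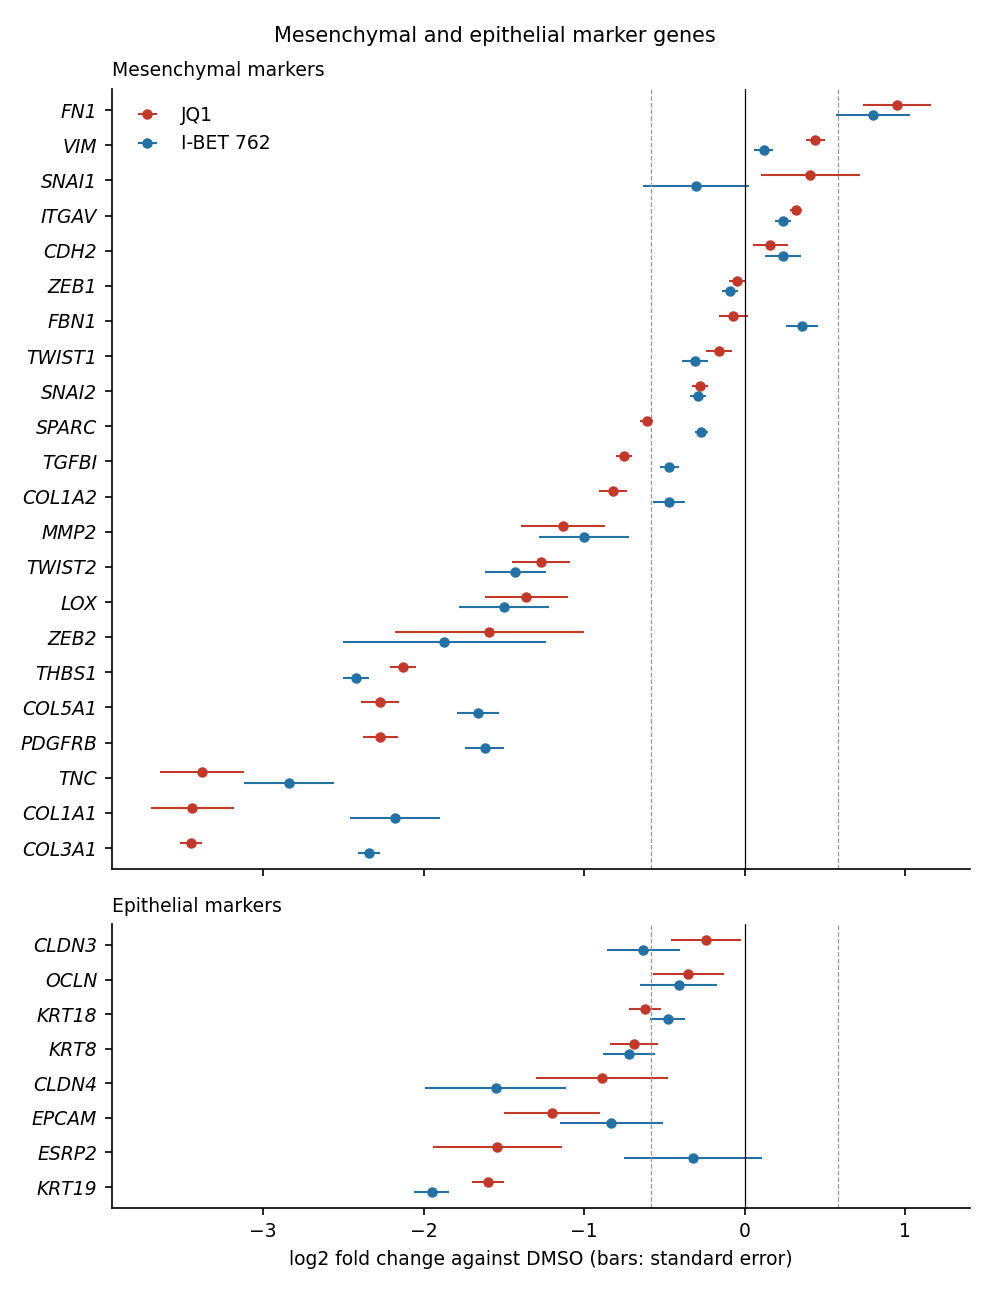
Log2 fold change against DMSO (horizontal axis) of 22 mesenchymal and 8 epithelial marker genes with JQ1 (n = 4) and I-BET-762 (n = 3), with points for the limma estimates, bars for their standard errors and dashed lines at 1.5-fold. The mesenchymal genes run from −3.45 to 0.95 with JQ1, and the 8 epithelial genes all lie below 0 with both inhibitors.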

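PDGFRB (ENSG00000113721.14), on chromosome 5 from 150113839 to 150155872, had 579 ± 81.6 (SD, n = 3) normalized counts with DMSO, 118.4 ± 5.19 (SD, n = 4) with JQ1 and 187 ± 17.5 (SD, n = 3) with I-BET-762. The log2 fold changes were −2.27 (standard error 0.11, adjusted p = 3.24e-11) and −1.62 (standard error 0.12, adjusted p = 9.24e-09), by limma with Benjamini-Hochberg adjustment. CCND2 (ENSG00000118971.9), which encodes cyclin D2 on chromosome 12 from 4269771 to 4305353, was the most abundant of the genes in Figure 7, with 6737 ± 62.8 (SD, n = 3), 1841 ± 98.7 (SD, n = 4) and 2539 ± 30.7 (SD, n = 3) normalized counts and log2 fold changes of −1.87 and −1.41. IL32 (ENSG00000008517.19), on chromosome 16 from 3065297 to 3082192, encodes a cytokine. It went from 163 ± 15.3 (SD, n = 3) normalized counts to 6.30 ± 3.15 (SD, n = 4) with JQ1 and 6.92 ± 2.57 (SD, n = 3) with I-BET-762, values close to the 3 reads that a count of 0 allows. Its fitted log2 fold changes were −4.59 and −4.42 and depend on the pseudocount, with −3.93 and −3.83 at a pseudocount of 5. In IL32, 42.9% of the exon sequence has a copy elsewhere on the primary chromosomes. TNC (ENSG00000041982.17), which encodes tenascin C on chromosome 9 from 115019575 to 115118207, had 127 ± 9.19 (SD, n = 3), 11.7 ± 3.55 (SD, n = 4) and 17.2 ± 3.81 (SD, n = 3) normalized counts, with log2 fold changes of −3.38 (standard error 0.26) and −2.84 (standard error 0.28). For each of the 4 genes, all treated libraries lay below all DMSO libraries, and the adjusted p-value was under 0.05 over all genes tested and adjusted over the list alone. The paper reports these genes as lowered in the same libraries, so this is not independent evidence.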

In addition to Hedgehog signaling and EMT, JQ1 and I-BET762 altered other key pathways, including metastasis, invasive cancer, and cell migration (Figure S2).

TFs play a critical role in cancer progression. Therefore, we determined the TFs involved in the metastasis of uLMS. We identified several TFs, including GTF2I, NFIB, NFATC4, ZNF37A, KLF13, and ZNF507, involved in cancer metastasis. 

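Figure 8A lists 32 TFs, and all of them were tested. With JQ1, all 32 were DEGs, 18 up and 14 down, with log2 fold changes from −6.33 to 1.44. With I-BET-762, 11 were DEGs, 5 up and 6 down, and the other 21 stayed under 1.5-fold. L3MBTL1, SMARCE1 and FAM200B had adjusted p-values of 0.144, 0.170 and 0.240 with I-BET-762 by limma with Benjamini-Hochberg adjustment, so 29 of the 32 TFs had an adjusted p-value under 0.05 with both inhibitors. That number was also 29 when adjusted over the list alone, which is not independent evidence for TFs that the paper selected on these libraries. For FOS with I-BET-762, the log2 fold change was 0.26 (standard error 0.11, adjusted p = 0.0483 by limma with Benjamini-Hochberg adjustment). The adjusted p-value was not under 0.05 in 13 of its 20 alternatives and ran from 0.00677 to 0.346, the highest without I-BET-762 replicate 21, where the log2 fold change was 0.09. In direction, 18 TFs rose and 13 fell with both inhibitors, and SMARCE1 changed sign between them. Neither rescaling changed the sign of a TF, but the number of DEGs with JQ1 was 24 after rescaling to equal totals and 26 after rescaling to equal upper quartiles, where rising TFs such as ELF1 and ZNF264 stayed under 1.5-fold. It was 29 to 32 when 1 library was left out, and all 32 kept an adjusted p-value under 0.05 with JQ1 in each of these fits.

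**Figure D5:**
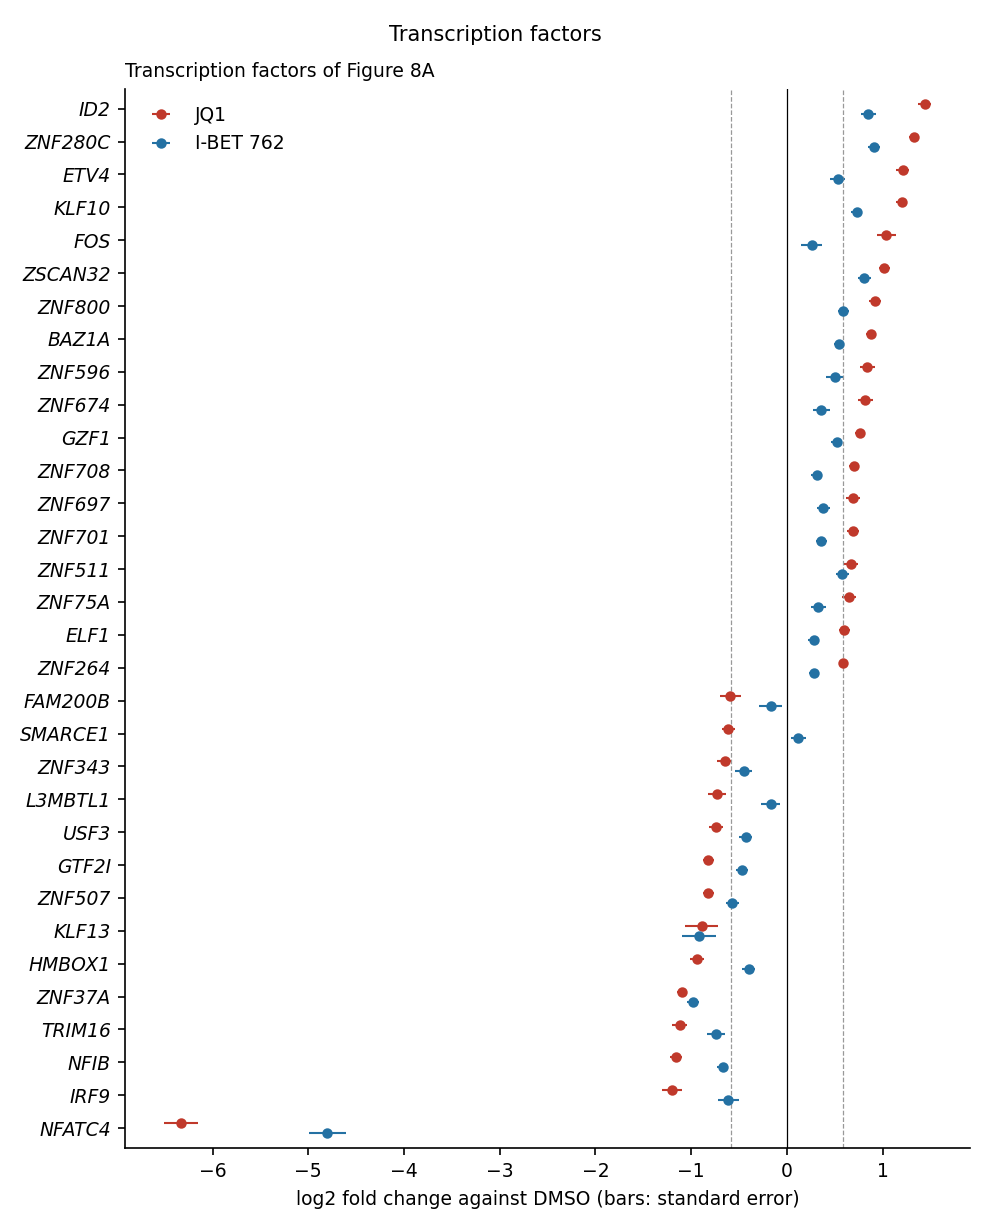
Log2 fold change against DMSO (horizontal axis) of the 32 TFs of Figure 8A with JQ1 (n = 4) and I-BET-762 (n = 3), with points for the limma estimates, bars for their standard errors and dashed lines at 1.5-fold. All 32 lie beyond 1.5-fold with JQ1 and 11 do so with I-BET-762.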

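NFATC4 (ENSG00000100968.14), on chromosome 14 from 24365673 to 24379604, changed most. It had 888 ± 17.5 (SD, n = 3) normalized counts with DMSO, 10.2 ± 1.93 (SD, n = 4) with JQ1 and 31.3 ± 6.15 (SD, n = 3) with I-BET-762, log2 fold changes of −6.33 (standard error 0.18, adjusted p = 9.41e-14) and −4.8 (standard error 0.19, adjusted p = 1.46e-11) by limma with Benjamini-Hochberg adjustment. NFIB (ENSG00000147862.18), on chromosome 9 from 14081843 to 14398983, fell from 24290 ± 1345 (SD, n = 3) to 10855 ± 783 (SD, n = 4) and 15301 ± 416 (SD, n = 3), log2 fold changes of −1.16 and −0.67. For ZNF37A (ENSG00000075407.19), on chromosome 10 from 38094334 to 38150293, the normalized counts were 2059 ± 73.5 (SD, n = 3), 960 ± 18.0 (SD, n = 4) and 1044 ± 38.0 (SD, n = 3), and the log2 fold changes −1.1 and −0.98. ZNF507 (ENSG00000168813.17) lies on chromosome 19 from 32345594 to 32387667 and GTF2I (ENSG00000263001.8) on chromosome 7 from 74650231 to 74760692. Their log2 fold changes were −0.82 each with JQ1, and −0.57 and −0.47 with I-BET-762 (adjusted p = 2.02e-06 and adjusted p = 7.33e-06 by limma with Benjamini-Hochberg adjustment), under 1.5-fold. In GTF2I, 70.7% of the exon sequence has a copy elsewhere on the primary chromosomes. KLF13 (ENSG00000169926.11), on chromosome 15 from 31326835 to 31435665, had 99.1 ± 10.5 (SD, n = 3), 53.3 ± 8.86 (SD, n = 4) and 52.1 ± 7.72 (SD, n = 3) normalized counts and log2 fold changes of −0.89 and −0.92. These rest on 39 to 122 reads per library, and 95.6% of its exon sequence is also present on alternate contigs of hg38. All 6 genes had an adjusted p-value under 0.05 with each inhibitor, over all genes tested and adjusted over the list alone, and the paper picked them on these libraries.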

BETis decreased the expression of these TFs in uLMS cells. Therefore, BETis may reduce the metastasis of uLMS by inhibiting the metastasis-related TFs (Figure 8).

### 3.6. JQ1 and I-BET 762 Treatment Altered the Expression of Epigenetic Regulators

Previous studies identified the functional link between DNA methylation and chromatin modifications [50,51,52]. In this study, we investigated whether inhibiting BET proteins altered the expression levels of DNA methylation regulators. Accordingly, we employed a targeted gene analysis approach and revealed that the expression levels of genes that regulated the dynamic status of DNA methylation were modulated in BETi-treated SK-UT-1 cells. These DNA methylation/demethylation-related DEGs included *DNMT3A*, *DNMT3B*, *DNMT1*, *TET1*, and *TET2* (Figure 9).

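DNMT3A, DNMT3B and DNMT1 encode DNA methyltransferases, and TET1 and TET2 encode enzymes that oxidize methylated cytosine. DNMT3A (ENSG00000119772.19), on chromosome 2 from 25227855 to 25342590, fell from 1257 ± 70.2 (SD, n = 3) normalized counts with DMSO to 351 ± 12.4 (SD, n = 4) with JQ1 and 439 ± 31.4 (SD, n = 3) with I-BET-762. The log2 fold changes were −1.84 (standard error 0.07, adjusted p = 3.59e-12) and −1.51 (standard error 0.08, adjusted p = 2.08e-10), by limma with Benjamini-Hochberg adjustment. DNMT3B (ENSG00000088305.19), on chromosome 20 from 32762385 to 32809359, rose from 1421 ± 43.5 (SD, n = 3) to 1974 ± 85.3 (SD, n = 4) and 1952 ± 99.1 (SD, n = 3), with log2 fold changes of 0.47 (adjusted p = 8.83e-07) and 0.46 (adjusted p = 4.84e-06) by limma with Benjamini-Hochberg adjustment. DNMT1 (ENSG00000130816.17), on chromosome 19 from 10133342 to 10231286, also rose, from 12058 ± 548 (SD, n = 3) to 16122 ± 1116 (SD, n = 4) and 15473 ± 116.8 (SD, n = 3), log2 fold changes of 0.42 and 0.36. Neither gene passed 1.5-fold, and every treated library lay above all DMSO libraries for both. After rescaling to equal totals, the values with JQ1 were lowest, at 0.29 for DNMT3B and 0.23 for DNMT1. TET1 (ENSG00000138336.9) lies on chromosome 10 from 68560337 to 68694487 and had log2 fold changes of −0.74 and −0.44, past 1.5-fold with JQ1 only. TET2 (ENSG00000168769.14), on chromosome 4 from 105145875 to 105279816, went from 2940 ± 58.7 (SD, n = 3) to 1542 ± 61.2 (SD, n = 4) and 1603 ± 44.6 (SD, n = 3), log2 fold changes of −0.93 and −0.88. Over all genes tested, the 5 genes had an adjusted p-value under 0.05 with each inhibitor, and the same held adjusted over the list alone. The paper reports these genes as changed in the same libraries, so this is not independent evidence.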

To determine the relationship between chromatin readers and histone modifications, we characterized the genes related to histone modifications in SK-UT-1 cells after treatment with BETis. 

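KDM1A, KDM1B and KDM4D encode histone demethylases, SETD4, SETD6 and SETD9 encode proteins with a SET methyltransferase domain, and SIRT1 and SIRT7 encode deacetylases. The largest change was that of KDM1B (ENSG00000165097.16), on chromosome 6 from 18155329 to 18223854. Its normalized count was 536 ± 37.0 (SD, n = 3) with DMSO, 1712 ± 94.4 (SD, n = 4) with JQ1 and 1546 ± 9.21 (SD, n = 3) with I-BET-762, log2 fold changes of 1.67 (standard error 0.06, adjusted p = 1.63e-12) and 1.53 (standard error 0.07, adjusted p = 3.23e-11) by limma with Benjamini-Hochberg adjustment. KDM1A (ENSG00000004487.18), on chromosome 1 from 23019443 to 23083689, rose from 15024 ± 595 (SD, n = 3) to 18660 ± 363 (SD, n = 4) and 17780 ± 379 (SD, n = 3), which is 0.31 and 0.24 on the log2 scale and under 1.5-fold. KDM4D (ENSG00000186280.7), on chromosome 11 from 94973709 to 94999519, was the only one of the 8 to fall, from 209 ± 10.4 (SD, n = 3) to 106 ± 16.6 (SD, n = 4) and 134 ± 5.85 (SD, n = 3), with log2 fold changes of −0.99 and −0.64. SETD4 (ENSG00000185917.14) is on chromosome 21 from 36034541 to 36079389, SETD6 (ENSG00000103037.12) on chromosome 16 from 58515479 to 58523842, and SETD9 (ENSG00000155542.12) on chromosome 5 from 56909260 to 56925532. They rose by 0.45, 0.75 and 0.87 with JQ1 and by 0.23, 0.66 and 0.74 with I-BET-762 on the log2 scale. The adjusted p-value of SETD4 with I-BET-762 was 0.00604 by limma with Benjamini-Hochberg adjustment and reached 0.0918 after rescaling to equal totals, in a range of 0.00303 to 0.0918 over all alternatives. SIRT1 (ENSG00000096717.12), on chromosome 10 from 67884656 to 67918390, and SIRT7 (ENSG00000187531.14), on chromosome 17 from 81911939 to 81921323, rose by 0.77 and 1.10 with JQ1 and by 0.49 and 0.84 with I-BET-762. The legend of Figure 10 also names SETDB1, with log2 fold changes of −0.69 and −0.31, and SET, with 0.47 and 0.31, of whose exon sequence 20.6% has a copy elsewhere on the primary chromosomes. All 10 genes had an adjusted p-value under 0.05 with each inhibitor, over all genes tested and adjusted over the list alone. The paper reports them as altered in these libraries, so this is not independent evidence. The signs held under both rescalings.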

As shown in Figure 10, the targeted inhibition of BET proteins by JQ1 and I-BET 762 significantly modulated the expression levels of *KDM1A*, *KDM1B*, *KDM4D*, *SETD4*, *SETD6*, *SETD9*, *SIRT1*, and *SIRT7.* These analyses suggest that JQ1 and I-BET 762 treatments may alter the transcriptome via histone modifications.

To better understand epigenetic-regulated transcriptional changes in response to the JQ1 and I-BET 762 treatment, we performed an enrichment analysis of epigenetic histone markers using the Enrichr web server for our further discoveries. As shown in Figure S3, we identified several histone modifications, including H4K20me1 and H3K4me3, associated with upregulated DEGs in response to JQ1 treatment (Figure S3A). In addition, we identified downregulated DEGs related to histone modifications, including H3K27me3 (Figure S3B). For the association analysis between I-BET 762-induced DEGs and histone marks, we revealed that histone modifications with up DEGs included H4K20me1 and H3K4me3, among others (Figure S3A, right panel). The histone modifications with I-BET 762-induced down DEGs included H3K27me3 (Figure S3B, right panel).

### 3.7. JQ1 and I-BET 762 Treatment Altered the Expression of m^6^A Regulators

To determine the impact of BET protein inhibition on RNA epigenetics, we compared the expression of several key m^6^A regulators between control and BETi-treated groups. 

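FTO encodes an m6A eraser, YTHDC2 a reader of the mark and IGF2BP1 an RNA-binding protein that recognizes it. IGF2BP1 (ENSG00000159217.10), on chromosome 17 from 48997385 to 49056145, fell from 1327 ± 95.9 (SD, n = 3) normalized counts with DMSO to 471 ± 55.5 (SD, n = 4) with JQ1 and 542 ± 32.9 (SD, n = 3) with I-BET-762. Its log2 fold changes were −1.50 (standard error 0.09, adjusted p = 4.15e-10) and −1.29 (standard error 0.10, adjusted p = 1.27e-08) by limma with Benjamini-Hochberg adjustment. FTO (ENSG00000140718.22), on chromosome 16 from 53701692 to 54158512, had 2506 ± 41.4 (SD, n = 3), 1555 ± 80.3 (SD, n = 4) and 2006 ± 49.5 (SD, n = 3) normalized counts, and its log2 fold changes of −0.69 and −0.32 differed between the inhibitors (adjusted p = 9.50e-05 by limma with Benjamini-Hochberg adjustment). YTHDC2 (ENSG00000047188.16), on chromosome 5 from 113513694 to 113595285, changed least, from 3371 ± 37.7 (SD, n = 3) to 2554 ± 137 (SD, n = 4) and 2983 ± 101 (SD, n = 3). Its log2 fold change with I-BET-762 was −0.18 (standard error 0.05, adjusted p = 0.00964 by limma with Benjamini-Hochberg adjustment), and without I-BET-762 replicate 21 it was −0.15 (adjusted p = 0.0525, in a range of 0.000143 to 0.0525 over all alternatives). All 3 genes had an adjusted p-value under 0.05 with each inhibitor over all genes tested and adjusted over the list alone. The paper reports these 3 genes as altered in the same libraries, so this is not independent evidence. A list of 13 m6A writers, erasers and readers, which includes these 3, went both ways. With JQ1, 8 rose and 5 fell, and the camera p-value was 0.463. With I-BET-762, 7 rose and 6 fell, at 0.53. In fry the list rose with JQ1 at a p-value of 0.0213 and had 0.17 with I-BET-762. Under each inhibitor 11 of the 13 had an adjusted p-value under 0.05, over all genes tested and adjusted over the list alone. METTL3 changed sign with JQ1 after either rescaling, to −0.14 with equal totals and −0.07 with equal upper quartiles. All of the exon sequence of YTHDC1 is also present on alternate contigs of hg38. Its log2 fold change of −0.75 with JQ1 rested on DMSO replicate 13, without which it was 0.28. Of the exon sequence of YTHDF2, 20.0% has a copy elsewhere on the primary chromosomes.

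**Figure D6:**
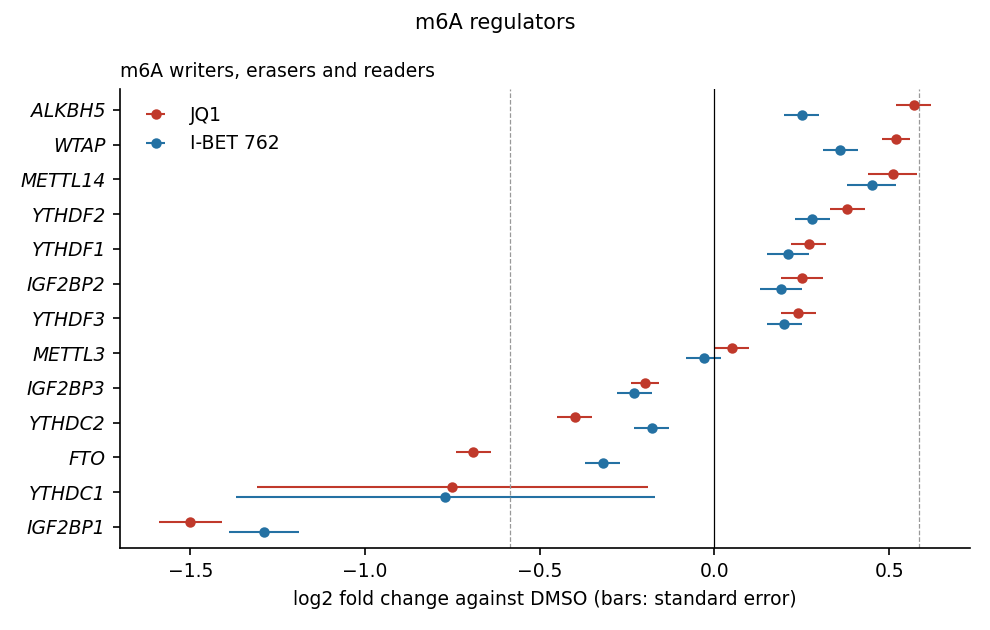
Log2 fold change against DMSO (horizontal axis) of 13 m6A regulators with JQ1 (n = 4) and I-BET-762 (n = 3), with points for the limma estimates, bars for their standard errors and dashed lines at 1.5-fold. Values with JQ1 run from −1.50 for IGF2BP1 to 0.57 for ALKBH5, METTL3 lies near 0 and changes sign with the scaling of the libraries, and YTHDC1 has the widest bars.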

As shown in Figure 11, JQ1 and I-BET 762 altered the expression levels of *FTO*, *YTHDC2*, and *IGF2BP1*, indicating that BET proteins may participate in reprogramming the m^6^A epitranscriptome in uLMS.

To validate the DEGs related to the cell cycle, Hedgehog pathway, EMT, TF-driven pathway, and epigenetic regulators, we selected several key genes and performed RT-qPCR analysis to confirm our findings. As shown in Figure S4A–D, the expression levels of genes related to the aforementioned biological progress between control and JQ1/I-BET 762 treated cells are consistent with RNA-seq data.

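Figure S4 names 16 genes, and the RT-qPCR measurements themselves were not analysed here. In the RNA-seq data, 8 of the 16 rose and 8 fell with each inhibitor. The genes that rose with both were CDKN1A, DNMT1, DNMT3B, KDM1A, KDM1B, SIRT1, SIRT7 and SETD4. Those that fell were CCND2, GLI1, GLI2, DNMT3A, TET1, IL32, PDGFRB and IGF2BP1. All 16 had an adjusted p-value under 0.05 with each inhibitor in limma with Benjamini-Hochberg adjustment, over all genes tested and adjusted over the list alone, although the list was drawn from these libraries. With JQ1, 12 were DEGs, 4 up and 8 down. The 4 that stayed under 1.5-fold were DNMT1, DNMT3B, KDM1A and SETD4. With I-BET-762, 10 were DEGs, 3 up and 7 down, and TET1 and SIRT1 stayed under 1.5-fold as well. Log2 fold changes ran from −4.59 to 2.45 with JQ1 and from −4.42 to 1.53 with I-BET-762.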

### 3.8. The Impact of BET BRD Gene Expression on Survival Rates in Sarcoma Patients

This study demonstrated that BET proteins, BRD2, BRD3, and BRD4, are aberrantly overexpressed in uLMS tissues compared to the adjacent myometrium. Therefore, we investigated if the BRD protein expression levels are correlated with the OS of sarcoma patients. Our survival analysis revealed a significant difference in OS between the high (n = 131) and low expression (n = 131) groups of the BRD2 gene in sarcoma patients. Patients with higher expression levels of BRD2 had a significantly (*p*-value < 0.05) lower survival rate (1.5-fold) compared to those with lower expression levels (Figure 12A). The Kaplan–Meier survival curves demonstrated this disparity, with a calculated hazard ratio (HR) indicating a higher mortality risk in the high-expression group. The analysis for BRD3 and BRD4 gene expression exhibited a similar trend compared to BRD2 expression in terms of OS; however, the expression levels of BRD3 and BRD4 did not show a significant impact on the OS of uLMS patients (Figure 12B,C).

## 4. Discussion

uLMS is a highly aggressive tumor type with a high tumor recurrence rate, progression, and metastasis [4]. The origin and molecular mechanism underlying and driving its clinical and biological behavior remain unclear. Although the role of epigenetic alteration in uLMS has been investigated, the functional role and epigenetic mechanism underlying BET protein-related uLMS pathogenesis are limited. In this study, we determined the expression pattern of BET proteins in uLMS tissues and examined the biological effect of the targeted inhibition of BET proteins in uLMS cells. We demonstrated that BET proteins, including BRD2, 3, and 4, were aberrantly upregulated in uLMS and exhibited an important tumor-promoting role in uLMS. Accordingly, we utilized GEPIA to conduct survival analysis and demonstrated that BRD2 expression levels were significantly associated with the OS of sarcoma patients. Furthermore, BET proteins could alter several key pathways and reprogram the oncogenome in uLMS. In addition, specific BET protein inhibitors show promising therapeutic efficacy in treating uLMS.

The aberrant overexpression of BET proteins has been found in many cancer types and often correlates with the cancer phenotype. For instance, BRD4 expression was upregulated in pediatric primary medulloblastomas [53] and was found to be overexpressed in ovarian cancer, which is correlated with BRD4 amplification [23]. Notably, BET proteins as a therapeutic target have been reported in many cancers, including gynecological ovarian cancer [23,54,55,56]. We previously reported that uLMS cells grow faster than myometrial cells [57]. This study demonstrated that inhibiting BET proteins with JQ1 and I-BET 762 significantly decreased uLMS proliferation dose-dependently via cell cycle arrest. Other reports showed that JQ1 could reduce cancer cell growth in vitro and in vivo [58,59]. The underlying mechanisms include an effect of BETis on cell cycle arrest in the G1 phase and a decrease in the percentage of cells in the S phase. Accordingly, several BET protein inhibitors have been developed, and these pharmacologic inhibitors showed potent anti-tumor effects with decreased cancer phenotypes via multiple mechanisms dependent upon the cancer types and experimental conditions [60]. For example, treating medulloblastoma cell lines with JQ1 significantly decreased cell proliferation and preferentially induced apoptosis in *MYC*-overexpressed cells. Additionally, JQ1 treatment prolonged the survival of mice harboring medulloblastoma xenografts and diminished the tumor burden in these mice [53]. Integrating of genetic features with chemosensitivity data revealed a robust correlation between MYCN amplification and sensitivity to bromodomain inhibition in pediatric cancer neuroblastoma. BET inhibition conferred a significant survival advantage in neuroblastoma models via regulating MYCN, providing a compelling rationale for developing BET bromodomain inhibitors in patients with neuroblastoma [61]. In addition, BET inhibitors also provide multiple beneficial effects on anti-inflammation [47], heart failure [62], spermatogenesis [63], and chemoresistance [64,65].

To further determine the mechanisms associated with JQ1/I-BET 762-induced inhibition, we performed a genome-wide RNA-sequencing analysis comparing the profiles of DMSO-treated with BETi-treated uLMS cells. Our high-throughput sequencing analysis revealed that the targeted inhibition of BET proteins with BETis altered several critical biological pathways that may contribute to uLMS pathogenesis. Hedgehog signaling plays a fundamental role in several biological processes, including embryonic development, tissue repair, the proliferation and differentiation of various cells, hematopoiesis, as well as the pathogenesis of various types of cancer [66,67,68,69,70]. In this study, we demonstrated that BETi altered the Hedgehog pathway in uLMS. Furthermore, several key components in the Hedgehog pathway, including GLI1, GLI2, SMO, etc., were downregulated in response to BETi treatment. We have previously reported that the Hedgehog pathway was activated in uLMS with aberrant upregulation of the GLI family and increased nuclear translocation of GLI1 [70]. Therefore, BET inhibitors may suppress the uLMS phenotype by inhibiting the Hedgehog pathway. Interestingly, CCND2, an established GLL1 target gene [71], is also decreased in BETi-treated uLMS cells. In addition to an in vitro study on the role of BRD “reader” inhibition in LMS, a BET bromodomain inhibitor, GS-626510, has been tested in the LMS patient-derived xenograft model harboring either derangements in C-MYC and PTEN/PI3CA/AKT genes or homologous recombination deficiency signatures. The study demonstrated that GS-626510, a BET family BRD inhibitor, suppressed the LMS tumor growth in these two models [72]. These studies elucidate the critical role of histone readers in the pathogenesis of LMS (Figure S3).

EMT is a biological process crucial for tumor aggressiveness, including cancer invasion and metastasis as well as drug response [73,74]. Therefore, the cellular EMT status can be considered a reliable determinant of patient prognosis. In this study, we demonstrated that the targeted inhibition of BET proteins decreased the EMT pathway in uLMS cells. We have identified several EMT inducers in uLMS cells with a significantly decreased expression in response to BETi treatment, including *IL32*, *TNC*, and *PDGFRβ*. IL32 is a cytokine that plays a fundamental role in innate and acquired immunity through the regulation of T cells [75,76]. IL32 can trigger the onset of ECM in several types of cells [75,77]. Tenascin-C (TNC) is a large extracellular matrix glycoprotein that promotes cell adhesion and tissue remodeling and plays a critical role in the transduction of cellular signaling pathways [78]. TNC promotes EMT and relevant pathways in several types of cancer [78,79,80]. The inhibition of TNC by knockdown can inhibit cancer cell proliferation, migration, and invasion and suppress tumor growth in vivo [78]. PDGFRβ belongs to the type III receptor tyrosine kinase family and is known to be involved in tumor metastasis [81,82]. In addition, PDGFRβ promotes the EMT process via the activation of the PI3K/ERK pathway [83,84]. All these data suggested that BET inhibitors suppressed the uLMS phenotype by inhibiting the EMT pathway.

TFs play a central role in cancer progression by modulating the interplay between cell signaling and gene regulation. Some TFs alter multiple biological processes, including differentiation and development, DNA repair genes, cell proliferation, cellular stresses, and therapy resistance. Beyond these roles, various TFs also regulate cancer invasion, metastasis, and progression [85,86,87]. TFs, often in conjunction with their corresponding co-activators or co-repressors, can cause alterations in gene expression at specific genome sites [88]. In this study, we identified multiple TFs involved in cancer metastasis. For instance, ZNF37A has been found to be involved in promoting tumor metastasis via the THSD4/TGF-β axis in colorectal cancer [89]. In prostate cancer (PC), ZNF507 expression was associated with metastatic PC with a high grade. Furthermore, ZNF507 promoted the metastatic properties of PC by enhancing TGF-β signaling [90]. GTF21, as a transcriptional factor, binds to the initiator and E-box element in promoters and modulates gene expression. It is reported that GTF2I was found to have potential prognostic value for breast cancer metastasis [91]. Integrated analysis demonstrated that KLF13 may be involved in tumorigenesis and metastasis in colon cancer [92]. NFIB has been reported to promote tumor growth, metastasis, and recurrence in various cancers [93]. Another TF, NFATC4, has been reported to be aberrantly activated and is involved in initiation, proliferation, invasion, and metastasis in several types of cancer [94]. Altogether, BET inhibitors may suppress EMT via TF alterations in uLMS.

Notably, BET proteins play a central role in gene transcription in chromatin [95]. The interplay between BET proteins and chromatin regulation and organization has been reported [96]. A recent study by Zhou et al. demonstrated that BRD4 was highly expressed in gastric cancer (GC) tissues and was significantly associated with poor prognosis. JQ1 inhibits the malignant progression of GC by downregulating chromatin accessibility and inactivating RUNX2/NID1 signaling [96]. In our loss-of-function study, we demonstrated that the targeted inhibition of BET proteins altered the expression levels of histone acetylation modulators, histone methylation enzymes, and DNA-methylation-related epigenetic regulators, further demonstrating the substantial crosstalk between BET proteins and other epigenetic mechanisms. Accordingly, the targeted inhibition of BET proteins might alter the transcriptome by reprogramming the network of oncogenic epigenomes in uLMS.

N6-methyladenosine (m^6^A) is the most prevalent, abundant, and conserved posttranscriptional modification in eukaryotic RNAs and plays an important role in many biological processes [97]. Recently, we reported that m^6^A demethylase FTO plays an oncogenic role in the pathogenesis of uLMS [98]. Herein, we determined the link between BET proteins and RNA methylation regulators. Our study demonstrated that BETi decreased the expression of FTO m^6^A RNA demethylase. In addition, BETi also altered the expression of m^6^A readers, such as YTHDC2 and IGF2BP1. These data suggest that the targeted inhibition of BET proteins may alter the epitranscriptome in uLMS, emphasizing the importance of m^6^A regulation in uLMS progression.

Based on our studies, we propose a mechanistic model for the targeted inhibition of BET proteins in uLMS: (1) BET proteins, including BRD2, 3, and 4 are aberrantly overexpressed in uLMS compared to the adjacent myometrium; (2) targeting BET proteins with JQ1 and I-BET 762 alters the uLMS phenotype by suppressing cell proliferation via cell cycle arrest and the modulation of cell cycle-related genes and others; (3) BETis reversed the phenotype of uLMS via different biological pathways including the Hedgehog pathway, the EMT pathway, and TF-driven signaling; (4) BET proteins constitute a potential therapeutic vulnerability in malignant uLMS, and BET protein inhibitors, such as JQ1 and I-BET 762, alter key pathways and reprogram the oncogenic profiling and epigenetic network to suppress the uLMS phenotype (Figure 13).

## 5. Conclusions

In conclusion, our study demonstrated for the first time that uLMS tumors exhibited an aberrant upregulation of BET proteins, highlighting the critical role of histone readers in the pathogenesis of uLMS. The targeted inhibition of BET proteins may impart beneficial effects in uLMS and provide a promising and novel strategy for treating patients with this aggressive uterine cancer.

## Figures and Tables

**Figure 1:**
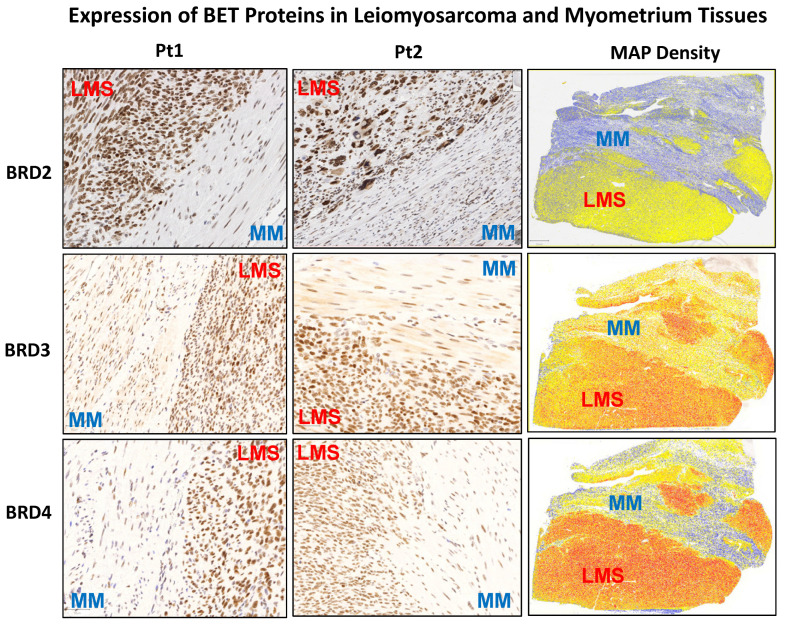
IHC staining of BRD2, 3, and 4 in human uLMS tissues and adjacent myometrium. IHC staining for BRD2, 3, and 4 is presented with two representative cases. The right column shows the density map of BRD2, 3, and 4 for the same representative case. Blue color: negative; yellow color: low expression; brown color: moderate expression; red color: strong expression. MM: myometrial tissues; LMS: leiomyosarcoma.

**Figure 2:**
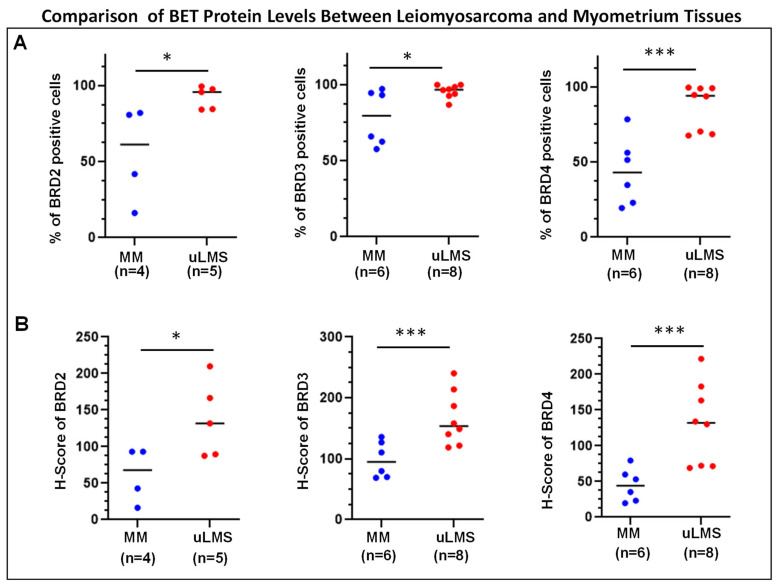
Percentage of BET protein-positive cells and H-score of BET protein expression in uLMS vs. myometrium. (**A**) Percentage of BRD2, BRD3, and BRD4 positive cells in uLMS and myometrium tissues. (**B**) H-score of BRD2, BRD3, and BRD4 in uLMS and myometrium tissues. * *p* < 0.05. *** *p* < 0.001.

**Figure 3:**
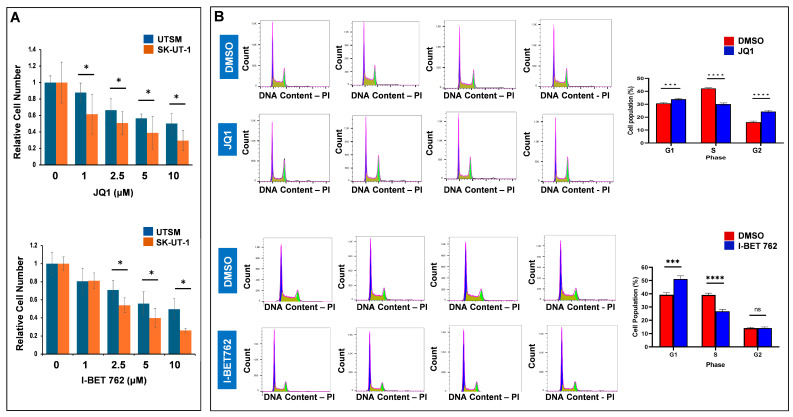
Treatment with JQ1 and I-BET 762 decreases uLMS cell viability and induces cell cycle arrest. (**A**) Cell viability of SK-UT-1 and UTSM cells were measured with trypan blue exclusion assay in the presence or absence of JQ1 and I-BET 762 for 48 h. (**B**) Treatment with JQ1 and I-BET 762 induces cell cycle arrest. Flow cytometric analysis was performed to measure the cell cycle phase distribution in SK-UT-1 uLMS cells in the presence or absence of JQ1 and I-BET 762. Cell cycle phases were marked as purple (G1), olive green (S), and light green (G2). Quantitative cell population analysis in response to JQ1 and I-BET 762 treatment was performed, respectively (right panel). DMSO group (*n* = 4), JQ1 (*n* = 4), I-BET 762 (*n* = 4). ns: no significant difference; * *p* < 0.05; *** *p* < 0.001; **** *p* < 0.0001. ns: no significant difference. n indicates the number of biological samples for each group.

**Figure 4:**
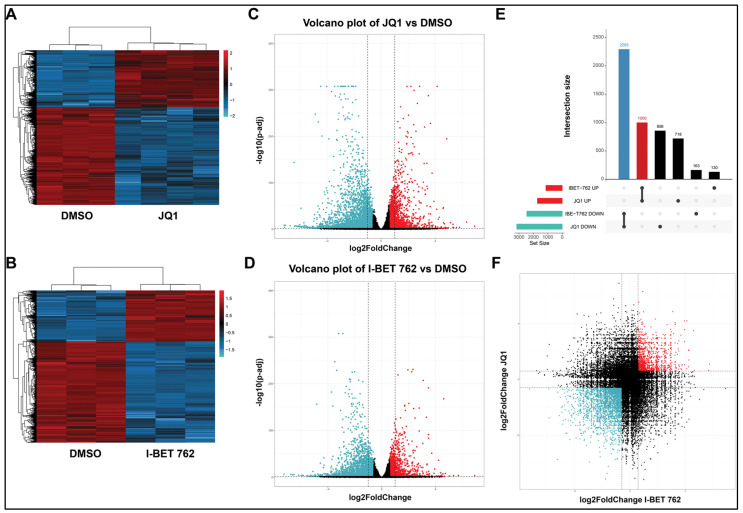
Treatments with JQ1 and I-BET 762 sculpt the transcriptome of uLMS cells. Heat maps are presented to cluster DEGs (JQ1 vs. control) (**A**) and (I-BET 762 vs. control) (**B**), respectively. Volcano plots of gene expression profiles are presented for JQ1 vs. control (**C**) and I-BET 762 vs. control (**D**). The red and blue points represent upregulated and downregulated genes, respectively. The vertical dotted and the horizontal black lines represent the log (FC) cutoff and the logarithmic transformed adjusted *p*-value cutoff, respectively. (**E**) Upset diagram showing the intersection size of upregulated and downregulated genes across drug treatments. (**F**) Distribution of overlapped DEGs in response to JQ1 and I-BET 762 treatments. FC: fold-change.

**Figure 5:**
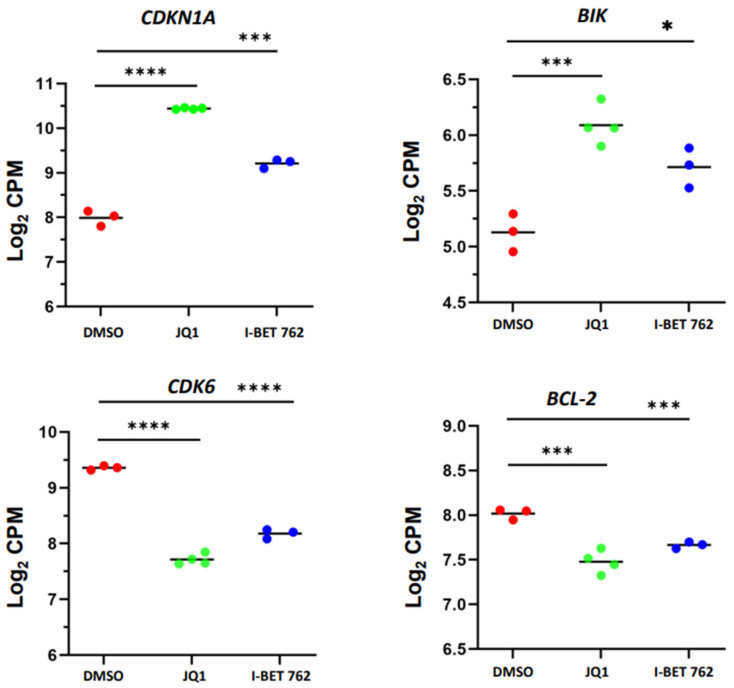
JQ1 and I-BET 762 altered cell cycle- and apoptosis-related gene expression in uLMS cells. RNA-seq analysis revealed the upregulation of *CDKN1A* and *BIK* and the downregulation of *CDK6* and *BCL2*, respectively, in uLMS cells upon BETis treatment. NS: no significant difference; * *p* < 0.05; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 6:**
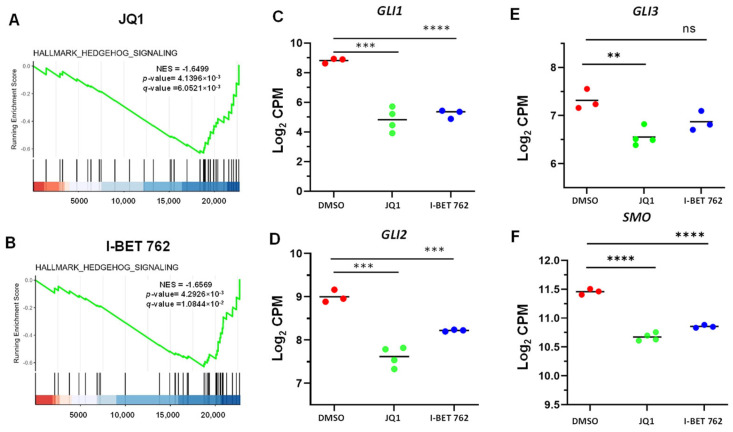
JQ1 and I-BET 762 altered the Hedgehog pathway in uLMS cells. Hallmark analysis demonstrated the enrichment of the Hedgehog pathway in SK₋UT₋1 cells in response to JQ1 (**A**) and I-BET 762 (**B**) treatments. The key components of the Hedgehog pathway, including *GLI1* (**C**), *GLI2* (**D**), *GLI3* (**E**), and *SMO* (**F**), are downregulated in response to JQ1 and I-BET 762 treatment. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. ns: no significant difference.

**Figure 7:**
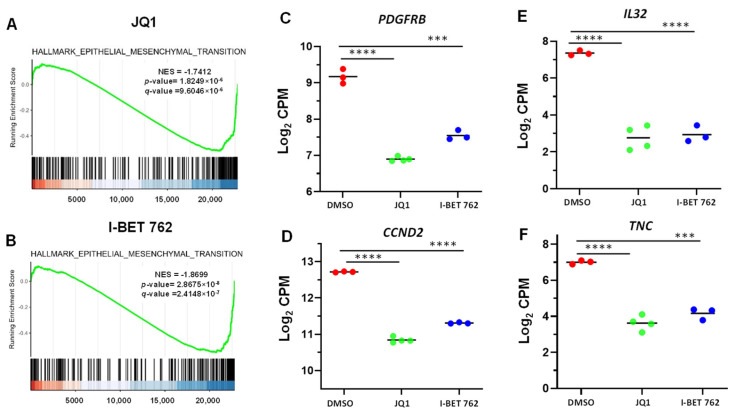
JQ1 and I-BET 762 altered the EMT pathway in uLMS cells. Hallmark analysis demonstrated the enrichment of the EMT pathway in SK₋UT₋1 cells in response to JQ1 (**A**) and I-BET 762 (**B**) treatments. The EMT inducers, including *PDGFRβ* (**C**), *CCND2* (**D**), *IL32* (**E**), and *TNC* (**F**), are downregulated in response to BETi treatment. *** *p* < 0.001; **** *p* < 0.0001.

**Figure 8:**
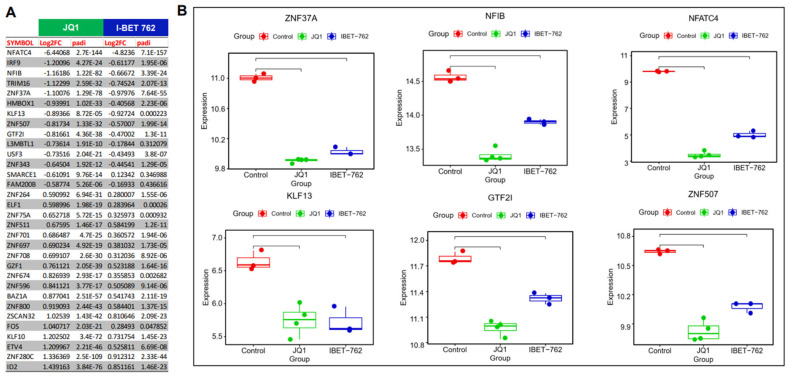
Targeted inhibition of BET proteins suppressed the gene expression of TFs, contributing to cancer metastasis and progression. (**A**) The list of DEGs of TFs (**B**) RNA-seq revealed the downregulation of TF genes, including *ZNF37A*, *NFIB*, *NFATC4*, *KLF13*, *GTF2I*, and *ZNF507* in uLMS cells.

**Figure 9:**
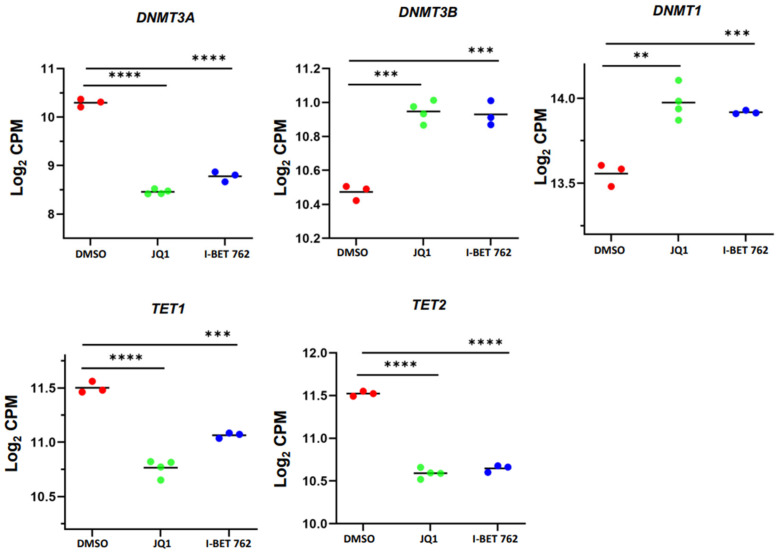
JQ1 and I-BET 762 treatments altered DNA methylation-related genes in uLMS cells. RNA−seq revealed the downregulation of *DNMT3A*, *DNMT3B*, *DNMT1*, *TET1*, and *TET2* in uLMS cells in response to JQ1 and I-BET 762 treatment. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 10:**
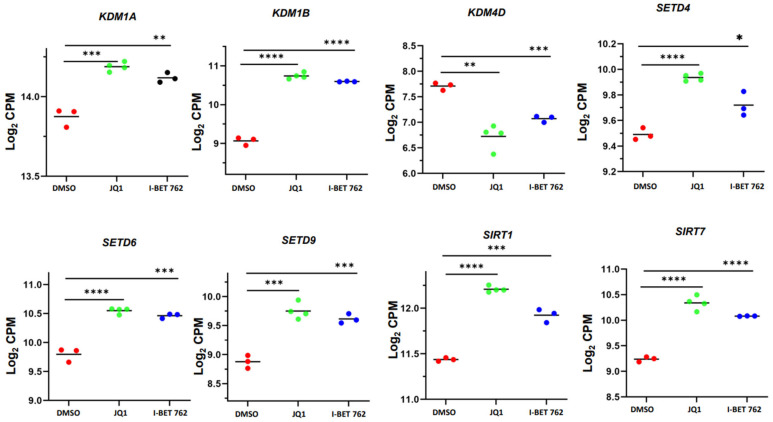
JQ1 and I-BET 762 altered the expression levels of histone modification-regulated genes in uLMS cells. RNA−seq revealed the altered expression of *KDM1A*, *KDM1B*, *KDM4D*, *SETD6*, *SETD9*, *SETDB1*, *SET*, *SETD9*, *SIRT1*, and *SIRT7* in uLMS cells in response to BETi treatments. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 11:**
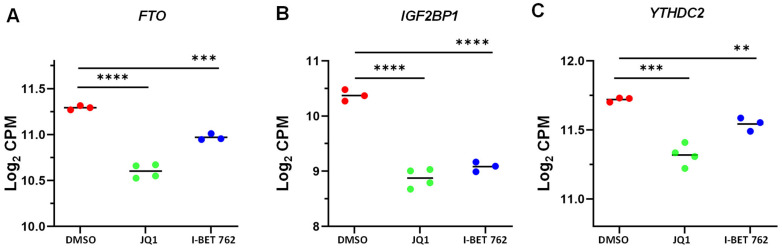
JQ1 and I-BET 762 altered the expression levels of m^6^A regulators in uLMS cells. RNA−seq revealed the altered expression of *FTO* (**A**), *IGF2BP1* (**B**), and *YTHDC2* (**C**) in uLMS cells in response to BETi treatment. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 12:**
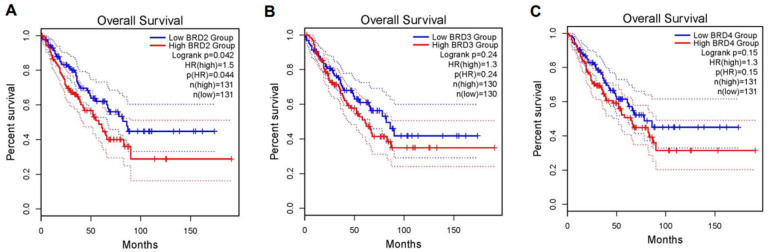
Kaplan–Meier curves of sarcoma patient’s OS with low BRD expression (blue) versus high gene expression (red line). (**A**) BRD2; (**B**) BRD3; (**C**) BRD4. Human data from the TCGA dataset were accessed. The patients were categorized with expression levels above the median as the high group (n = 131) and those below the median as the low group (n = 131).

**Figure 13:**
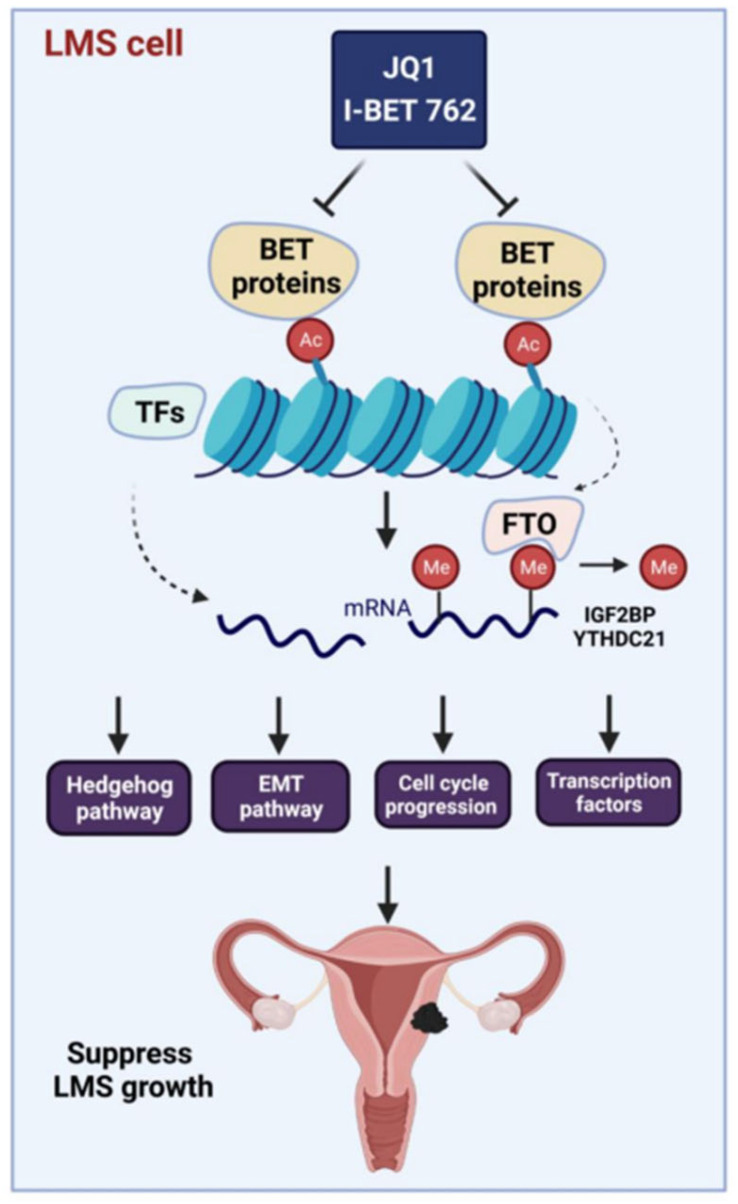
Experimental model. Our experimental model shows that targeting BET proteins with JQ1 and I-BET 762 induces cell cycle arrest, modulates the Hedgehog and EMT pathways, and alters the TF network as well as interactions between target genes and epigenetic regulators in uLMS cells. This figure was created using the BioRender software online app (BioRender.com).

## Data Availability

Raw FASTQ files were deposited in the NCBI Gene Expression Omnibus (GSE275087).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13171443/s1, Figure S1: Flowchart of experimental design and bioinformatics analysis; Figure S2: Hallmark analysis demonstrated the enrichment of metastasis, invasive cancer, and cell migration in SK₋UT₋1 cells in response to JQ1 and I-BET 762 treatment; Figure S3: Targeted inhibition of BET proteins altered the gene expression correlating to histone modifications; Figure S4: The validation of differentially expressed genes between control (DMSO) and BETi-treated uLMS cells. Table S1: Primers used in the study.

# Supplementary material for: Unraveling the Role of Bromodomain and Extra-Terminal Proteins in Human Uterine Leiomyosarcoma
**Source:** Cells. 2024 Aug 28;13(17):1443. doi: 10.3390/cells13171443
**Supplement:** Supplementary file 1

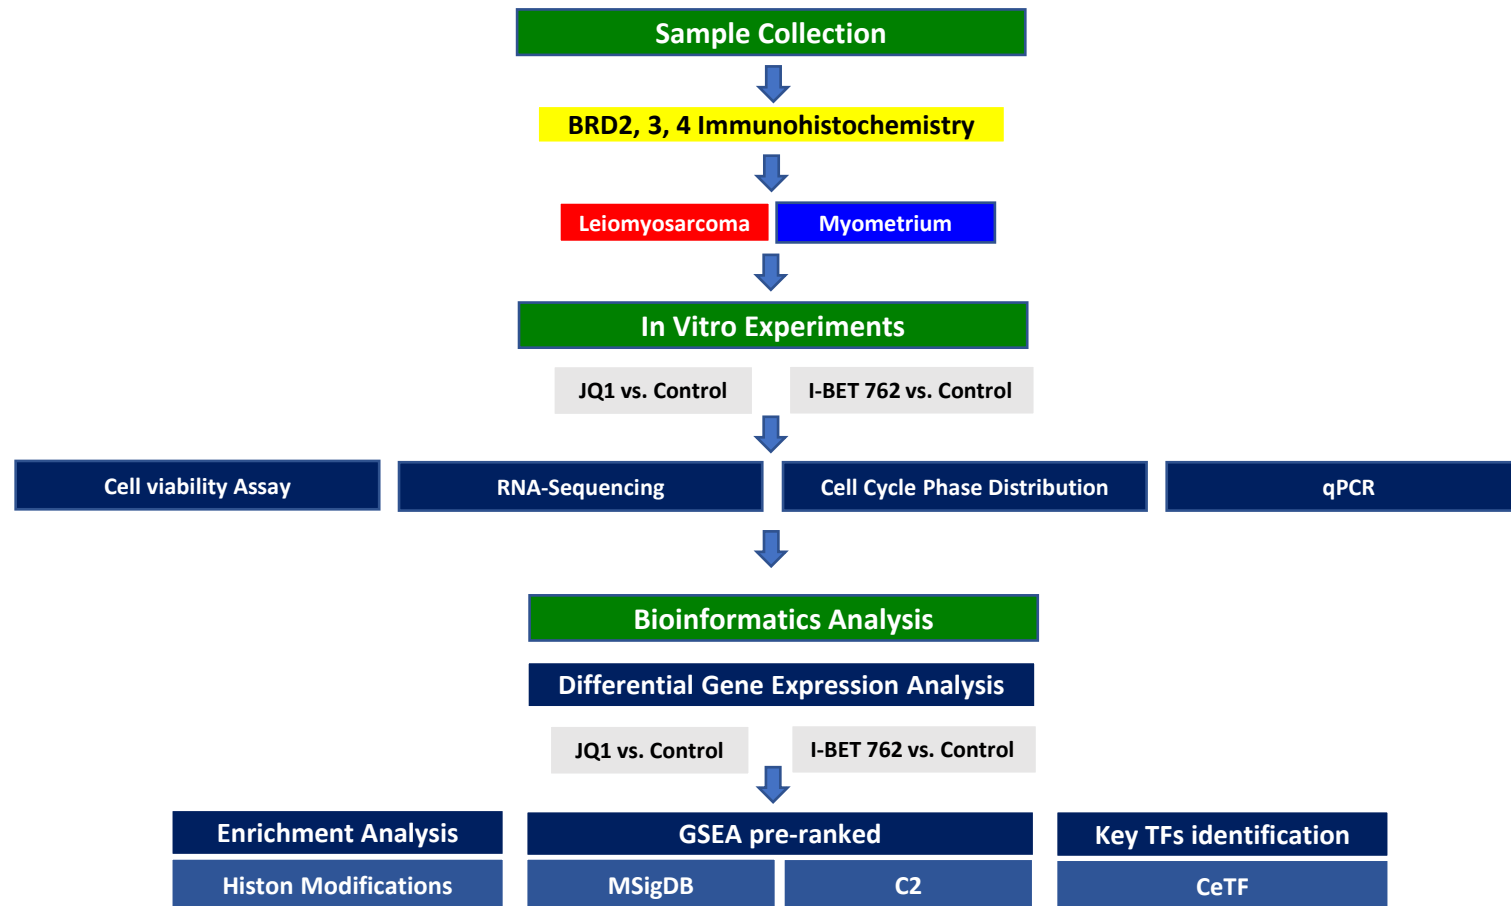

Fig.S1

JQ1

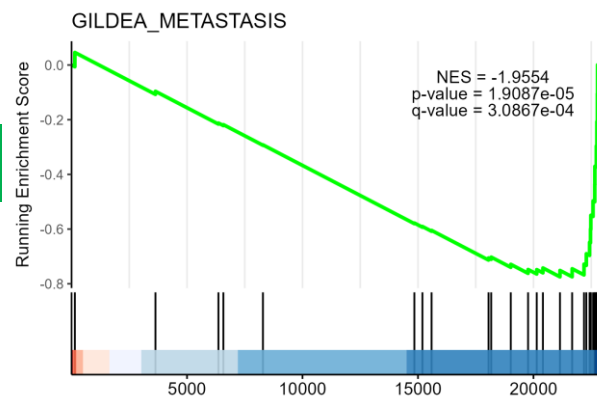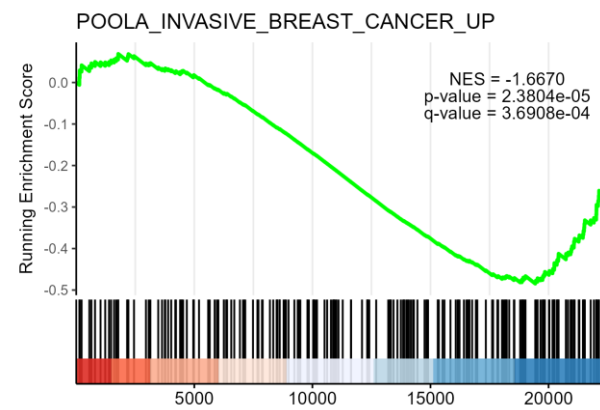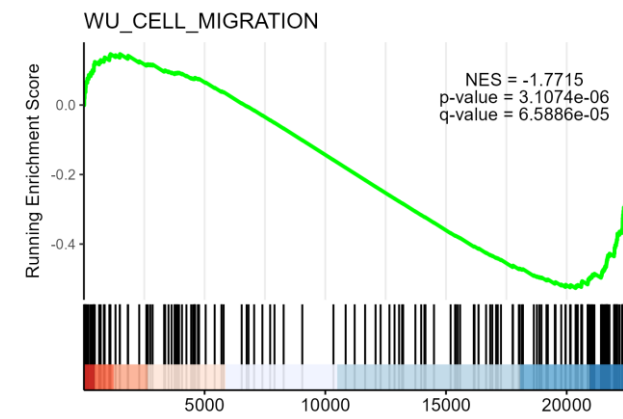

I-BET 762

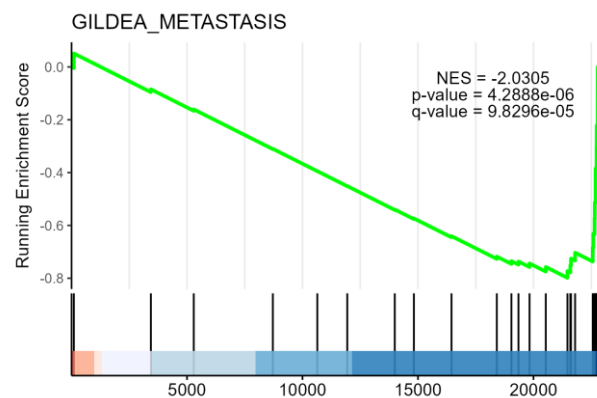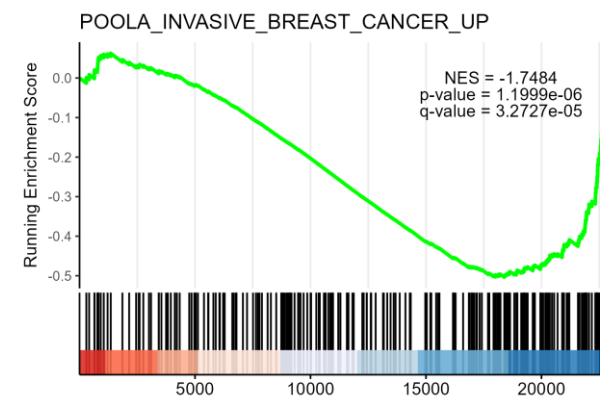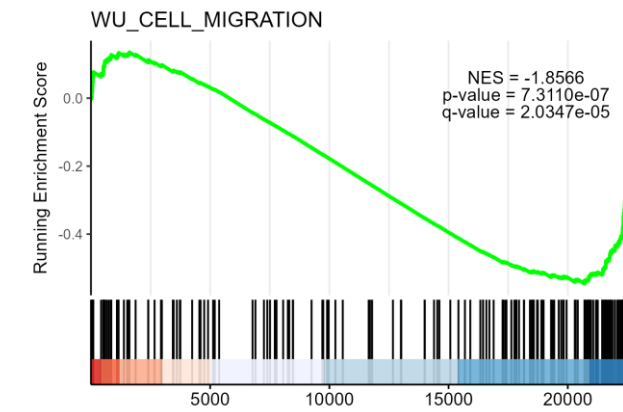

Fig.S2

A

Activated

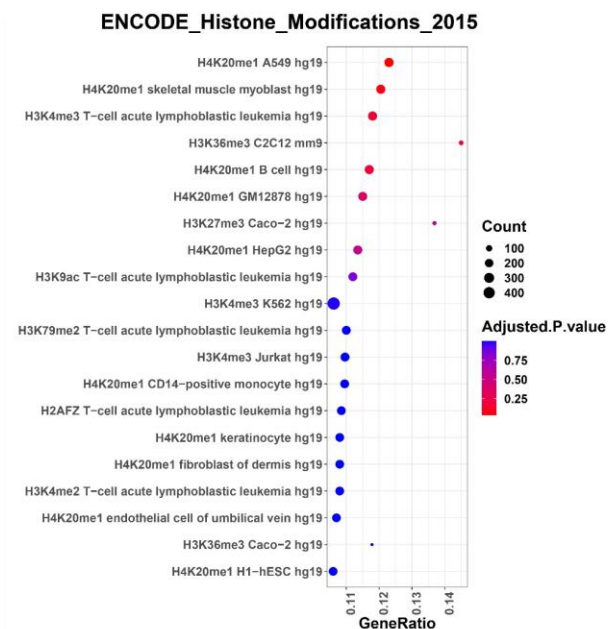

IBET-762

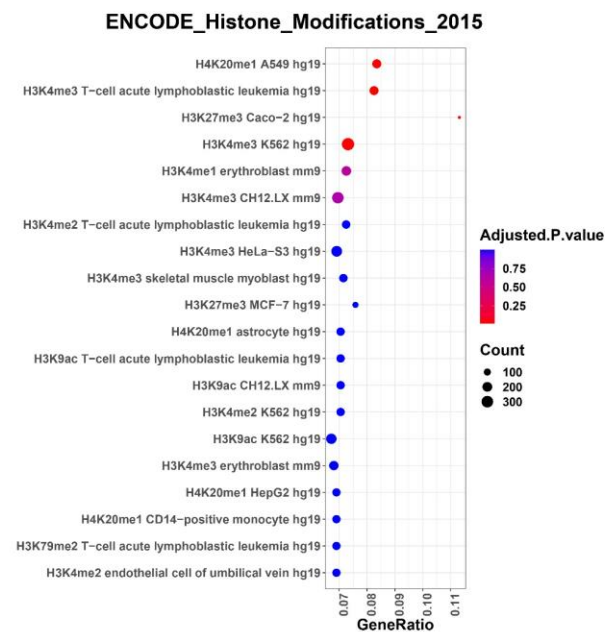

B

Suppressed

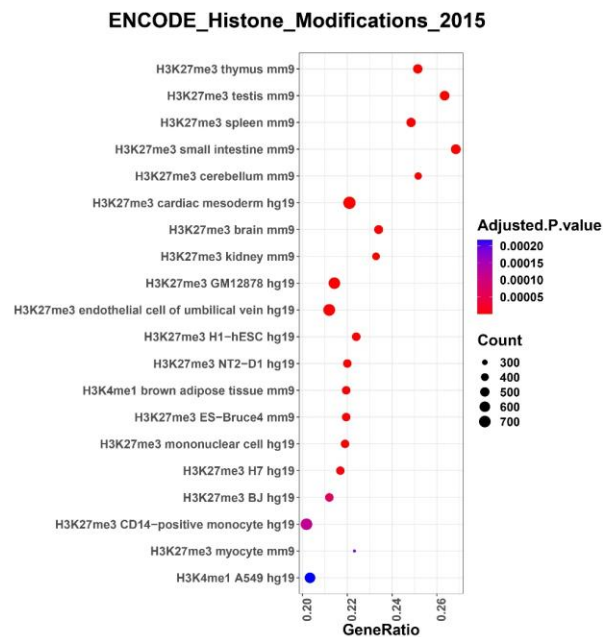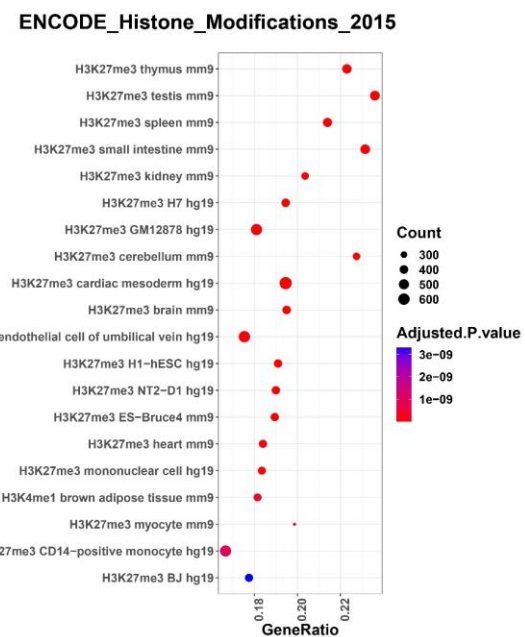

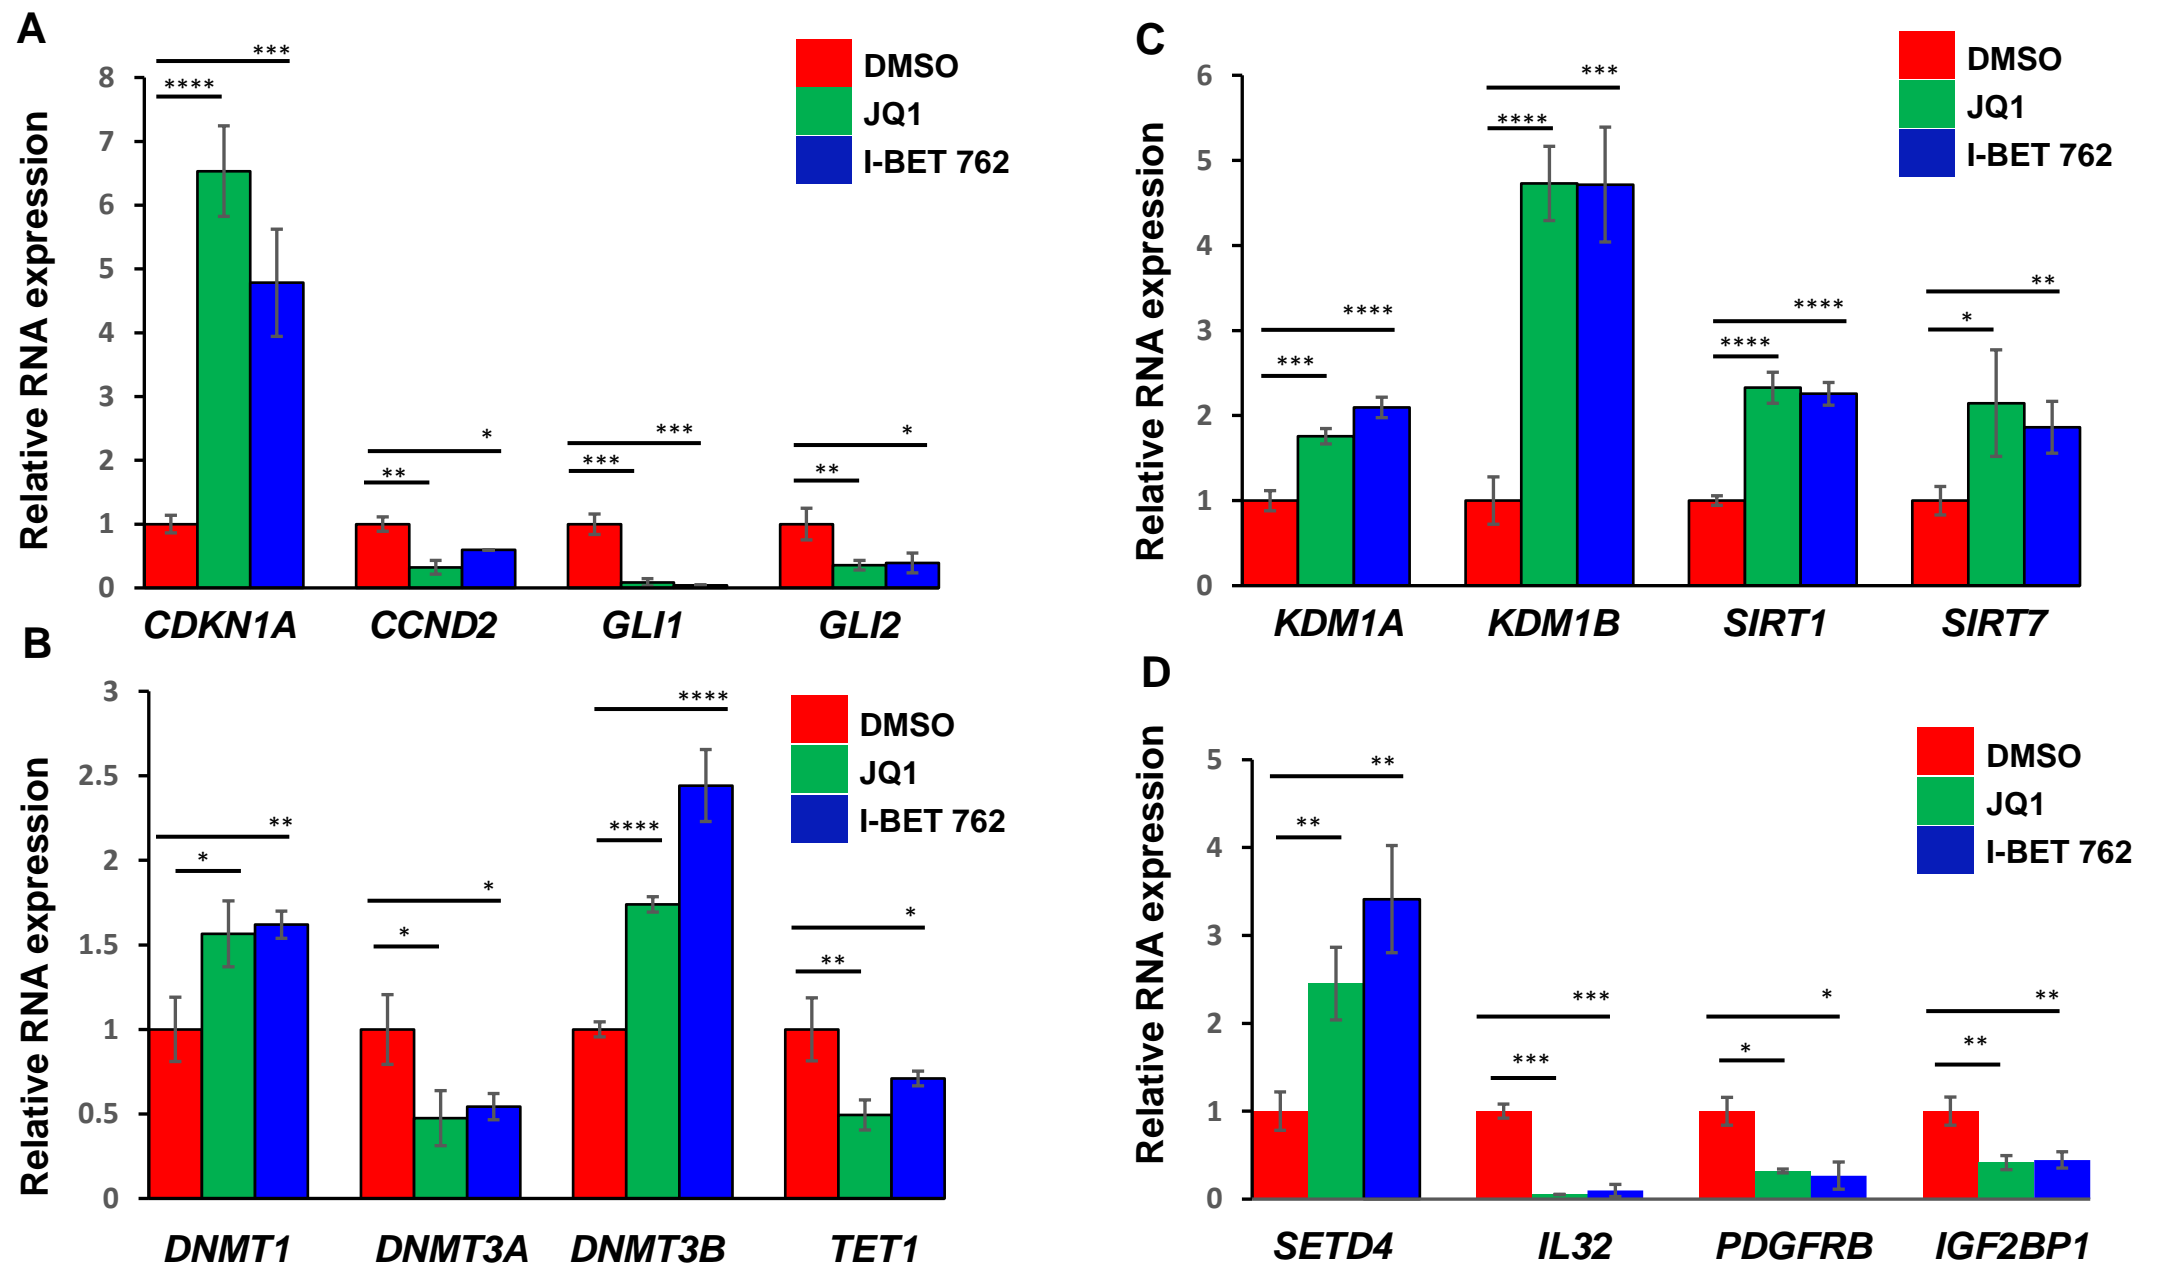

Fig.S4

## Supplemental figure legends

**Figure S1. Flowchart of experimental design and bioinformatics analysis**

**Figure S2. Hallmark analysis demonstrated the enrichment of metastasis, invasive cancer, and cell migration in SK-UT-1 cells in response to JQ1 and I-BET 762 treatment.**

**Figure S3. Targeted inhibition of BET proteins altered the gene expression correlating to histone modifications.** The dot plots showed the top twenty enrichment terms for histone modification associated with up DEGs (A) and down DEGs (B) in response to JQ1 treatment. (C) histone modifications related to up DEGs in response to I-BET 762 treatment. (D) histone modifications associated with down DEGs in response to I-BET 762 treatment. The X-axis represents the gene ratio, and the y-axis describes the enrichment components. The area of the circle is proportional to the number of genes assigned to the term, and the color accords with the Adjusted *P*-value.

**Figure S4. The validation of differentially expressed genes between control (DMSO) and BETi-treated uLMS cells.** RNAs isolated from three groups (DMSO, JQ1, and I-BET 762) used for RNA-seq were subjected to cDNA synthesis and q-PCR analysis described in the methods. (A) The comparison of expression levels of genes associated with the cell cycle and hedgehog pathway between control and BETi-treated uLMS cells. (B) The comparison of expression levels of genes related to the dynamic regulation of DNA methylation between control and BETi-treated uLMS cells. (C) The comparison of expression levels of genes related to histone modifications between control and BETi-treated uLMS cells. (D) The comparison of expression levels of genes of *SETD4*, *IL32*, *PDGFB*, and *IFG2BP1* between control and BETi-treated uLMS cells.

**Table S1. Primers used in the study**

| Gene symbol    | Primer sequences        | F or R | Assay | Species | Product Size (bp) | Accession      |
|----------------|-------------------------|--------|-------|---------|-------------------|----------------|
| <i>CDKN1A</i>  | CGGAACAAGGAGTCAGACATT   | F      | q-PCR | Human   | 105               | NM_000389.5    |
| <i>CDKN1A</i>  | AGTGCCAGGAAAGACAACACTAC | R      | q-PCR | Human   | 105               |                |
| <i>CCND2</i>   | CAGGGCTGGGAGAAGAAATAG   | F      | q-PCR | Human   | 99                | NM_001759.4    |
| <i>CCND2</i>   | CTACCTCCAATTCCCACACTAC  | R      | q-PCR | Human   | 99                |                |
| <i>GLI1</i>    | AGCTAGAGTCCAGAGGTTCAA   | F      | q-PCR | Human   | 102               | NM_005269.3    |
| <i>GLI1</i>    | TAGACAGAGGTTGGGAGGTAAG  | R      | q-PCR | Human   | 102               |                |
| <i>GLI2</i>    | AGGCTGAGGTGGTCATCTAT    | F      | q-PCR | Human   | 104               | DQ086814.1     |
| <i>GLI2</i>    | GATGTGCTCGTTGTTGATGTG   | R      | q-PCR | Human   | 104               |                |
| <i>DNMT1</i>   | CGGCCTCATCGAGAAGAATATC  | F      | q-PCR | Human   | 95                | NM_001130823.3 |
| <i>DNMT1</i>   | TGCCATTAACACCACCTTCA    | R      | q-PCR | Human   | 95                |                |
| <i>DNMT3A</i>  | CTGAGGTAGCGACACAAAGTTA  | F      | q-PCR | Human   | 101               | NM_175629.2    |
| <i>DNMT3A</i>  | CTCTTCTGGGTGCTGATACTTC  | R      | q-PCR | Human   | 101               |                |
| <i>DNMT3B</i>  | GGAGCCACGACGTAACAAATA   | F      | q-PCR | Human   | 98                | NM_006892.4    |
| <i>DNMT3B</i>  | GTAAACTCTAGGCATCCGTCATC | R      | q-PCR | Human   | 98                |                |
| <i>TET1</i>    | ACCGCTCTTTGGGTGTTATT    | F      | q-PCR | Human   | 107               | NM_001406365.1 |
| <i>TET1</i>    | CTTGGCTTCCATTCCCTCCT    | R      | q-PCR | Human   | 107               |                |
| <i>KDM1A</i>   | CCGATTCCACGACTCTTCTTT   | F      | q-PCR | Human   | 105               | NM_001009999.3 |
| <i>KDM1A</i>   | TGCAATTCTTCCCGCTTCT     | R      | q-PCR | Human   | 105               |                |
| <i>KDM1B</i>   | CTACAGATGGCACAGGGTATTC  | F      | q-PCR | Human   | 104               | NM_001364614.2 |
| <i>KDM1B</i>   | CTTCTCTGACAACGGTGGATTA  | R      | q-PCR | Human   | 104               |                |
| <i>SIRT1</i>   | AGAACCCATGGAGGATGAAAG   | F      | q-PCR | Human   | 111               | AF083106.2     |
| <i>SIRT1</i>   | TCATCTCCATCAGTCCCAAATC  | R      | q-PCR | Human   | 111               |                |
| <i>SIRT7</i>   | GCTTCCTCTGTCTGTGACTTTA  | F      | q-PCR | Human   | 93                | NM_030648.4    |
| <i>SIRT7</i>   | AGGAGAGTTGGGAGGTATGT    | R      | q-PCR | Human   | 93                |                |
| <i>SETD4</i>   | CTTCTGGACCTGTGGTCTTAG   | F      | q-PCR | Human   | 109               | NM_017438.5    |
| <i>SETD4</i>   | CACCTGTCGTTGTCAGTAGTT   | R      | q-PCR | Human   | 109               |                |
| <i>IL32</i>    | GAGCTCTTCATGTCCTCTTTCC  | F      | q-PCR | Human   | 121               | NM_001012631.4 |
| <i>IL32</i>    | GGCAAAGGTGGTGTCAGTAT    | R      | q-PCR | Human   | 121               |                |
| <i>PDGFRB</i>  | CCGCATCTGTGATGAGAATGTA  | F      | q-PCR | Human   | 110               | NM_002609.4    |
| <i>PDGFRB</i>  | GGATTCTCCAAAGCCTCATAG   | R      | q-PCR | Human   | 110               |                |
| <i>IGF2BP1</i> | CCACCTGTCCCAACCATAAA    | F      | q-PCR | Human   | 103               | NM_006546.4    |
| <i>IGF2BP1</i> | CTAAATGGCCGACGCTGAA     | R      | q-PCR | Human   | 103               |                |
| <i>18S</i>     | CACGGACAGGATTGACAGATT   | F      | q-PCR | Human   | 119               | NR_145820      |
| <i>18S</i>     | GCCAGAGTCTCGTTCGTTATC   | R      | q-PCR | Human   | 119               |                |

How the deposited data were processed for this re-analysis (not part of the article)

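SK-UT-1 cells were treated for 48 h with DMSO, 5 µM JQ1 or 5 µM I-BET-762, and their RNA was sequenced. The sample labels give 12 libraries, 4 per group, and the expression values used here cover 10 of them. DMSO replicate 16 and I-BET-762 replicate 24 were not analysed here, because the table of values has no column for them. Libraries were grouped by the treatment in their labels, and the replicate numbers 13 to 24 are all different, so the labels pair no library of one group with one of another. Whether cultures of different groups were handled together is not stated, so a pairing stays unknown.

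As the authors report, reads were trimmed with Trimmomatic, aligned to hg38 with Hisat2 and counted on Gencode V41 genes, and the counts were normalized with DESeq2. The authors also report that outlier samples were excluded. The values as deposited are log2 of the normalized count plus 1, one per gene symbol and library, for 22784 symbols. The unit was checked on the values, which run from 0 to 20.48. Within each library, 99.67% to 99.77% of them are whole multiples of 1 step once the log2 and the added 1 are undone. The step gave each library's scaling factor and the reads behind each value. For 85 symbols the values were not whole reads, and how several gene identifiers were merged into 1 symbol is not stated. Among the tested symbols, 147 share their values with another symbol, in 73 distinct value sets. The table holds 0 mitochondrially encoded genes with the MT- prefix, so the mitochondrial share of the reads was not measured.

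Reads on genes ranged from 35564586 to 38899935 in the DMSO libraries, from 35691648 to 39658989 in the JQ1 libraries and from 37733027 to 38404998 in the I-BET-762 libraries. The upper 95% limit of a count of 0 is 3 reads, or 2.73 to 3.30 normalized counts depending on the library. This limit covers counting error alone. A group whose libraries all had at most 3 reads was treated as at the floor, and a lower bound is given for fold changes against it. In each of the 12 pairs of libraries within a group, differences between replicates were larger than counting error, with a chi-square per gene of 2.58 to 20.4, and no pair was identical.

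A gene was tested when its normalized count was at least 10 in at least 3 libraries, which left 14839 symbols. The log2 values were fitted with limma 3.58.1 in R 4.3.3, with the 10 libraries in one linear model and empirical Bayes moderation with an intensity trend. The contrasts were JQ1 against DMSO, I-BET-762 against DMSO and JQ1 against I-BET-762, with Benjamini-Hochberg adjustment over the tested genes in each. A DEG had an adjusted p-value under 0.05 and a fold change over 1.5, a log2 fold change beyond 0.585 in either direction. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The same limma code was tested on simulated data with the depths and group sizes of this design, in which 200 genes were changed. Of the 194 changed genes that passed the filter, 189 were called with JQ1 and 187 with I-BET-762, and 2 unchanged genes were called in each comparison.

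Gene lists were tested with limma's camera at an inter-gene correlation of 0.01. They were 12 Hedgehog components, 24 mesenchymal and 13 epithelial markers, 18 proliferation genes, 13 m6A genes, a list of BET genes, and HEXIM1 with MYC, of which the last pair of lists was reported gene by gene. A few members of these lists are not reported here one by one. A list of 39 HOX genes and one of 48 interferon-stimulated genes were written after the values had been seen. The median change of the HOX, interferon, Hedgehog and mesenchymal lists was also compared with 10000 random lists of genes matched in mean expression, drawn from 150 genes on each side. The genes named in the text are those the paper names in its RNA-seq results, the BET genes, HEXIM1 and MYC, members of the lists, and the 3 largest rises and 3 largest falls among genes that were DEGs in the same direction with both inhibitors and whose treated libraries all lay on one side of the DMSO libraries. Genes that were DEGs in opposite directions were to be named as well, and there were 0. Other genes named were chosen after their values were seen, and the text says so.

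For each gene of Gencode V44, non-overlapping stretches of 75 bases of exon sequence were looked up in the reference genome, in 194 primary sequences and 261 alternate contigs, to find exons with an exact copy elsewhere. Of the symbols in the table, 21526 (94.5%) were matched to an annotated gene. Which contigs the authors' index held is not stated.

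The alternatives fixed beforehand were pseudocounts of 0.5 and 5, all genes with a value above 0, genes with a mean normalized count of at least 100, rescaling to equal totals and to equal upper quartiles, moderation without a trend, a model with only the 2 groups compared, no fold threshold, a fold change over 2, and leaving out each library in turn. For the gene lists they also included limma's fry and camera with an estimated correlation. The alternatives limma-voom on the recovered reads and leaving out genes with at least 50% of their exon stretches on an alternate contig were chosen after seeing the data. The alternatives with edgeR and DESeq2 were not run, and limma-voom on the recovered reads stood in for them. The comparisons were repeated on other splits of the same libraries, 35 or 10 of them. The Hallmark and other gene set collections and the TF network and ChIP-seq resources used by the authors were not used here, and the real-time PCR, tissue staining, cell assay and survival data were not re-analysed.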

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

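In this part, the limma contrasts, the rescalings and the fits that left out 1 library were set down beforehand. So were the rule for naming the genes with the largest changes and the choice of HEXIM1 and MYC. All other tests in this part were chosen only after the results had been seen. Among the measures tested, 141 sets of values of the 4 JQ1 libraries were searched for a library far from the other three, and 11 had one, where chance alone gives 7.0 (a p-value of 0.12 for as many or more). The gap to the nearest library, as a share of the range of the group, was 0.93 for BAZ1A, 0.89 for ZNF75A, 0.87 for SET and 0.88 for CCNE2, each highest in JQ1 replicate 18, and 0.91 for SETD6, lowest in that library. It was 0.92 for L3MBTL1, 0.85 for COL3A1 and 0.84 for FBN1, each highest in JQ1 replicate 20, and 0.85 for ZNF800 and 0.86 for EPCAM, lowest there. The remaining one was ZNF37A, with 0.92, where JQ1 replicate 17 was lowest at a log2 value of 9.867 against 9.919 to 9.924. A single aberrant library would collect these genes in 1 library, but 6 of the 11 lay in libraries other than the one with the most. Leaving out the library concerned changed a call with JQ1 for FBN1 alone, whose log2 fold change went from −0.07 to −0.18 without JQ1 replicate 20, with an adjusted p-value of 0.0196 (0.0196 to 0.839 over its alternatives). The number is near what chance gives. The JQ1 libraries have the same treatment, dose and time, so no biological explanation was tested.

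A further group are strong changes in genes that the paper does not discuss. The log2 fold changes with JQ1 and I-BET-762 were 4.82 and 4.56 for PAG1, 4.65 and 4.08 for LINC01419, 4.41 and 4.06 for MGAT4A, −4.8 and −4.8 for CAPN6, and −5.05 and −4.68 for RGS11. All treated libraries lay on one side of all DMSO libraries for each of them, which the rule for naming them required. LINC01419 was at most 3 reads in each DMSO library, so that the rise is at least 17.0-fold and 11.4-fold, and the fall of CAPN6 to 0 reads is at least 8.4-fold and 9.3-fold. For RGS11, the fall with JQ1 is at least 20.8-fold. The fitted values of the genes near the floor depend on the pseudocount. Reads shared with copies elsewhere in the genome are argued against as the source, since at least 98.1% of the exon stretches of each gene were found nowhere else. Scaling differences between the groups are far smaller than these changes. With JQ1, the median gene lay at −0.177 after rescaling to equal totals, against 0.008 before. An effect of BET inhibition may account for them, and remains a hypothesis, because the genes were picked and examined on the same libraries.

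HEXIM1 and MYC, listed beforehand as genes that respond to BET inhibitors, are not among the genes the paper discusses for the RNA-seq data. HEXIM1 rose by 1.53 on the log2 scale with JQ1 and by 1.05 with I-BET-762. MYC rose by 1.0 and 0.54, from 5176 normalized counts with DMSO to 10372 and 7517, and its rise with I-BET-762 was under 1.5-fold. Both genes were higher in all treated libraries than in all DMSO libraries. That list was used without a direction of response, so these rises do not show that either gene responded in its usual way. Equal totals put the median gene at −0.097 with I-BET-762, too small a shift to remove the rise of MYC. The log2 fold change of MYC with I-BET-762 was then 0.44, and it was 0.44 to 0.58 over all its alternatives (adjusted p-values of 2.26e-09 to 0.000126). A scaling difference of that size is not the source, and a larger one was not tested. Both MYC and HEXIM1 kept their direction and their side of 0.05 under all alternatives tried. A response of MYC to BET inhibition after 48 h may be involved, but protein and earlier time points were not measured here, so this stays open.

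HOX genes fell as a group. Of the 39 genes in a list written after the values had been seen, 33 were tested. With JQ1, 29 of the 33 fell, 24 as DEGs, with a median log2 fold change of −1.46. With I-BET-762, 28 fell, 22 as DEGs, with a median of −0.82, and no HOX gene was an up DEG with either inhibitor. After rescaling to equal totals, 32 and 28 of the 33 fell, and after rescaling to equal upper quartiles 31 and 28, but both rescalings lower the median gene with each inhibitor and so could not have reversed the fall. Placing the genes at the floor (3 with JQ1 and 1 with I-BET-762) at their bounds left the medians at −1.46 and −0.82. Genes with low counts fell in general, so low expression is a technical explanation to weigh. Of 10000 random lists matched in mean expression, 0 had a median as low with JQ1 and 59 with I-BET-762, which argues against low expression as the whole source. Only 10 of the genes had a mean normalized count of at least 100, and their medians were −0.68 and −0.65. The camera p-values of the list were 2.7e-06 and 1.17e-05, and 0.0314 and 0.0406 when the correlation between genes was estimated. Leaving out 1 library at a time gave medians of −1.09 to −1.59 with JQ1 and −0.77 to −1.21 with I-BET-762. An effect of BET inhibition on the HOX clusters may explain the rest, as a hypothesis found and examined on the same data.

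Interferon-stimulated genes fell as well. This list of 48 genes was also written after the values had been seen. IFI27 and IRF7 passed the filter but were left out for their copies on alternate contigs, and 41 others were tested. IRF9 is among the TFs of Figure 8A too. With JQ1, 38 of the 41 fell, 33 as DEGs, with a median log2 fold change of −2.02. With I-BET-762, all 41 fell, 34 as DEGs, with a median of −1.71. The medians were −2.2 and −1.81 after rescaling to equal totals and −2.13 and −1.78 after rescaling to equal upper quartiles, which could not have reversed them either. Low expression as the source is argued against by the matched random lists, of which 0 of 10000 had a median as low with either inhibitor. The camera p-values were 5.42e-17 and 1.17e-21, and 0.00819 and 0.00421 when the correlation was estimated. Reads from other cells in the DMSO libraries were not tested as a source, so they stay open. A lower interferon response under BET inhibition is a candidate explanation and remains a hypothesis.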

How the results depend on the processing

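The tests behind the alternatives limma-voom and leaving out genes copied on alternate contigs were chosen only after the results had been seen. No paired analysis was made, because the labels name no pairs. The tests with edgeR and DESeq2 set down beforehand were not run, and limma-voom on the recovered reads stood in for them.

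The numbers of DEGs moved by more than 1.5 times with the fold threshold and with the filter on the mean. Against 5358 DEGs with JQ1, 3991 with I-BET-762 and 788 between the inhibitors, no fold threshold gave 10633, 9073 and 4047, because more genes pass. The up DEGs were then 5344 and 4434, the down DEGs 5289 and 4639, and the shared ones 4100 up and 4270 down. A fold change over 2 gave 2958, 2108 and 206 DEGs, with 793 and 529 up, 2165 and 1579 down, and 466 shared up and 1468 shared down, because fewer genes pass. With genes of a mean normalized count of at least 100, fewer genes were tested (11072), and there were 3359, 2338 and 418 DEGs, of which 1914 with JQ1 and 1447 with I-BET-762 were down, and 1353 were shared and down. Rescaling to equal totals gave 1213 up DEGs with JQ1 in place of 1979. The median log2 fold change of all genes was then −0.177 with JQ1 and −0.097 with I-BET-762, against 0.008 and −0.001 as reported. With equal upper quartiles it was −0.105 and −0.069. The falling DEGs went from 63.1% with JQ1 to 77.7% with equal totals and to 72.6% with equal upper quartiles, and from 66.7% with I-BET-762 to 75.7% and 73.2%. Those lower with JQ1 than with I-BET-762 went from 67.5% to 82.2% and 75.5%. Of the DEGs with JQ1, 85.7% and 90.4% were kept under the rescalings.

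The other counts of DEGs stayed within 1.5 times the reported ones under the pseudocounts of 0.5 and 5, all genes, no trend, the 2 groups alone, limma-voom and the exclusion of copied genes. Across the 10 fits that each left out 1 library, the DEGs with JQ1 numbered 4962 to 5394, those with I-BET-762 3615 to 4018, and those between the inhibitors 603 to 873. Without JQ1 replicate 20, 2 genes were DEGs in opposite directions.

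The Hedgehog list had a p-value of 0.0104 with JQ1 and 0.0407 with I-BET-762. With the correlation between genes estimated, these were 0.0686 and 0.13, the highest over the alternatives, and with fry 5e-07 and 5.68e-05, the lowest. With I-BET-762, the p-value was 0.0629 with the mean filter, 0.0908 with equal totals, 0.0656 with equal upper quartiles and 0.0507 without a trend, and the cause was not tested. It ran from 0.0287 (without DMSO replicate 15) to 0.0517 (without DMSO replicate 13) across the 10 fits that left out 1 library. The mesenchymal list fell with a p-value under 0.05 in all alternatives tried, from 1.51e-08 with fry to 0.0272 with the correlation estimated with JQ1, and from 7.99e-08 to 0.0178 with I-BET-762.

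Among the single genes named, 11 results reversed, 72 became weaker and 58 stronger over all alternatives. With JQ1, equal totals turned the log2 fold changes of CDH2 (from 0.16 to −0.03), MCM3 (0.1 to −0.08), MCM7 (0.15 to −0.03), E2F1 (0.11 to −0.07) and METTL3 (0.05 to −0.14), and equal upper quartiles turned those of MCM3 (−0.01) and METTL3 (−0.07). The reported changes of these genes are smaller than the shift of the median gene that equal totals bring about by construction. The adjusted p-values over all alternatives were 0.0717 to 0.839 for CDH2, 0.0338 to 0.889 for MCM3, 0.00581 to 0.434 for MCM7, 0.00556 to 0.992 for E2F1 and 0.0115 to 0.718 for METTL3.

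Leaving out 1 library reversed the rest, and the cause was not tested. With I-BET-762, BRD2 ran from −1.62 (without DMSO replicate 13) to 0.53 (without DMSO replicate 15), with adjusted p-values of 0.1 to 0.757. SNAI1 ran from −0.64 (without I-BET-762 replicate 22) to 0.05 (without I-BET-762 replicate 23), with 0.118 to 0.897. YTHDC1 ran from −1.39 (without DMSO replicate 15) to 0.28 (without DMSO replicate 13) with JQ1 and from −1.42 to 0.26 with I-BET-762, with 0.0348 to 0.485 and 0.0484 to 0.567.

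Some alternatives gave no value for a gene. The mean filter removed among others BRD2, COL1A1, IL32, PTCH1, SNAI1 and TNC. Without any 1 of the DMSO libraries, CAPN6, IL32 and RGS11 no longer passed the filter. VIM was left out of limma-voom, because its values are not whole reads. Depth limits the genes near 3 reads. For CAPN6 and LINC01419 with both inhibitors and RGS11 with JQ1, only a lower bound of the fold change can be set, and their fitted fold changes lie above it.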

Differences from the paper's values

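No tests in this part were chosen after the results had been seen. The paper states 1130 up DEGs with JQ1, and 1979 were found here. Of the alternatives set before the data were examined, a filter at a mean normalized count of 100 (1445), rescaling to equal totals (1213), rescaling to equal upper quartiles (1468) and a fold change over 2 (793) came within 1.5 times the paper's number. Pseudocounts of 0.5 (1981) and 5 (1940), all genes with a value above 0 (2143), no trend (1977), the 2 groups alone (1960), no fold threshold (5344) and the fits that each left out 1 library (1904 to 2006) did not. The paper's 1130 up DEGs with JQ1 are nearer to the 1329 found here with I-BET-762, and the paper's 1718 up DEGs with I-BET-762 are nearer to the 1979 found here with JQ1. The same holds for the down DEGs, where the paper's 2456 with JQ1 and 3149 with I-BET-762 stand against 3379 and 2662 here. No alternative tried gave the order of the paper's text. Equal totals gave 1213 up DEGs with JQ1 and 986 with I-BET-762. Read by eye, Fig. 4E also has more DEGs with JQ1. An exchange of the inhibitor names in the paper's sentence thus stays open. In that case 1979 would stand against 1718, and the nearness of 1213 to 1130 would compare different inhibitors.

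In its text the paper gives I-BET-762 more DEGs than JQ1. Here JQ1 had more, 5358 against 3991, and it had more under all alternatives tried. The up DEGs read by eye in Fig. 4E are about 1700 with JQ1 and about 1100 with I-BET-762, against 1979 and 1329 here. The down DEGs read by eye in Fig. 4E are about 3100 and about 2500, against 3379 and 2662 here.

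The legend of Figure 9 lists DNMT1 and DNMT3B as lowered. Here both rose with both inhibitors under all alternatives. The log2 fold change of DNMT1 was 0.42 with JQ1 and 0.36 with I-BET-762, and that of DNMT3B 0.47 and 0.46, and under equal totals they were 0.23, 0.26, 0.29 and 0.36. Figure 6E marks no significant difference for GLI3 with I-BET-762. Here its log2 fold change was −0.45 with an adjusted p-value of 0.0225, and 0.0085 to 0.115 over the alternatives. Leaving out DMSO replicate 13 (0.115), I-BET-762 replicate 21 (0.0957) or I-BET-762 replicate 22 (0.0671) took it above 0.05, and the test named in that figure was not run here.

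The paper's methods keep TFs past a fold threshold and an adjusted p-value with both inhibitors. Of the 32 TFs in Figure 8A, 32 were DEGs with JQ1 and 11 with both inhibitors here, and 21 changed less than 1.5-fold with I-BET-762. Without a fold threshold, 29 had an adjusted p-value under 0.05 with both. The 64 log2 fold changes of that figure, as it prints them, had the same sign here and differed by at most 0.07.

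The axes of the expression figures are labeled in log2 CPM. The values used here are log2 of the normalized count plus 1. With DMSO, CDKN1A had a mean of 7.99 on that scale and of 3.04 as log2 CPM.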

Other observations

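In this part, the tests of the splits, of the shared DMSO libraries and of the scaling were set down beforehand, and all other tests were chosen only after the results had been seen.

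The real grouping of the libraries was compared with other splits of the same libraries into groups of the same sizes. For JQ1 against DMSO, 1 of the 35 splits, the real one, gave as many as 5358 DEGs, and the next highest gave 3069. For JQ1 against I-BET-762, 1 of the 35 splits gave as many as 788, and the next highest gave 386. For I-BET-762 against DMSO, 1 of the 10 splits gave as many as 3991 and the others gave 0, but 10 splits never give a share under 0.1, so by this count alone the real grouping cannot be told apart from a chance one.

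JQ1 and I-BET-762 had correlated changes, with a Pearson correlation of 0.942 over 14839 genes. The same DMSO libraries stand in both comparisons, which alone would make them correlate. In 100 simulations of unchanged groups the highest correlation was 0.579, so the shared libraries do not account for all of it. More DEGs fell than rose, 63.1% with JQ1 and 66.7% with I-BET-762. Scaling of the libraries stays open as a source. The lowest share under the rescalings to equal totals and equal upper quartiles was 72.6%, but both lower the median gene with each inhibitor and could only raise the share, so they decide nothing. Without a fold threshold the shares were 49.7% and 51.1%, so the excess of falling genes lies among the larger changes.

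JQ1 gave more DEGs than I-BET-762, with 4 libraries against 3. The number of libraries was weighed as a technical source by leaving out each JQ1 library in turn, and the fewest DEGs with 3 JQ1 libraries was 5293, still above 3991. In the direct comparison of the inhibitors, 629 of 788 DEGs had the larger change with JQ1, 35 with I-BET-762, and 124 had changes of opposite signs. The orthogonal slope of the I-BET-762 changes on the JQ1 changes was 0.8. A stronger effect of JQ1 at the same dose of 5 µM may be involved. Other doses were not measured, so it stays a hypothesis.

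Genes copied on alternate contigs of the reference had low values. The median log2 value was 9.03 for 15607 protein-coding genes with no exon stretch on an alternate contig and 1.15 for 206 genes with all stretches on one. RPS18 had 0 to 4 reads and TUBB 0 to 5 reads, while 62 ribosomal protein genes had a median log2 value of 14.39. Silence of the MHC region on chromosome 6, from 28 to 34 Mb, is argued against by the 155 such genes outside it, with a median of 1.36. Genes tested with at least 90% of their stretches copied also differed more between replicates, with a median ratio of 1.83 between their within-group SD and that of genes of the same mean. Reads that align to both the chromosome and an alternate contig and are then not counted are a candidate explanation for both patterns. The fit is to genes chosen by sequence and not by value, but the authors' index was not examined. No other biological explanation was tested. Of the 195 tested genes with at least 50% of their stretches copied, 71 were DEGs with at least 1 inhibitor. Among the genes named by the paper or the lists set down beforehand, this covers BRD2, KLF13, OCLN and YTHDC1.

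BRD2 had 7 to 168 reads, and 95.0% of its exon stretches have a copy on an alternate contig, so a loss of its reads stays open as the source of its low level. Its log2 fold change was 1.04 with JQ1 and −0.76 with I-BET-762 (adjusted p-values of 0.241 and 0.443). Without DMSO replicate 15 it was 2.33 with JQ1 (adjusted p-value of 0.00186, with 0.00186 to 0.849 over its alternatives). BRD3 fell by less than 1.5-fold, with log2 fold changes of −0.33 and −0.37 (adjusted p-values of 0.000378 and 0.000345). BRDT is not in the table.

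Genes with low counts fell and genes with high counts rose. The median log2 fold change with JQ1 was −0.34 for 3252 genes with a mean normalized count of 10 to 100 and 0.2 for 3060 genes above 3000. With I-BET-762 the medians were −0.23 and 0.14. At a pseudocount of 5 the median of the low genes with JQ1 was −0.28, but a larger pseudocount shrinks any change of low genes, so this decides nothing on the pseudocount as a source. The ratio of summed normalized counts, JQ1 over DMSO, uses no pseudocount and was below 1 too. Background reads spread evenly in the DMSO libraries would add a fixed number of counts per gene and so lower the ratio of sums less for genes with more counts. The ratio was 0.68 for genes of 3 to 10 and 0.71 for genes of 30 to 100, which argues against such a background. Exon length is argued against as the whole source, since a gap of −0.38 between low and high genes with JQ1 remained in the class of shortest exons. It was −0.72 in the middle class and −0.87 in the class of longest exons, so a part that grows with length stays open. Background reads in proportion to exon length were not tested. Levels taken from the DMSO libraries alone, which removes the selection on the treated values, left the median of low genes at −0.35. An effect of BET inhibition that depends on expression may be involved and remains a hypothesis.

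The JQ1 libraries did not differ from one another evenly. Replicates 17 and 19 had a chi-square per gene of 4.97 between them, and the other pairs of JQ1 libraries 12.34 to 20.4. On the second principal component, replicates 17 and 19 lay at −19.59 and −19.86 and replicates 18 and 20 at −7.50 and −1.79. The labels name no batch that would explain it, and no biological explanation was tested. These values describe single libraries, not conditions.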
